# Unique Angiogenesis From Cardiac Arterioles During Pericardial Adhesion Formation

**DOI:** 10.3389/fcvm.2021.761591

**Published:** 2022-02-03

**Authors:** Kenji Namiguchi, Tomohisa Sakaue, Mikio Okazaki, Kaho Kanno, Yuhei Komoda, Fumiaki Shikata, Mie Kurata, Noritaka Ota, Yoshiaki Kubota, Hirotsugu Kurobe, Takashi Nishimura, Junya Masumoto, Shigeki Higashiyama, Hironori Izutani

**Keywords:** angiogenesis, mouse model, pericardial adhesions, fibrosis, arteriole

## Abstract

**Objectives:**

The molecular mechanisms underlying post-operative pericardial adhesions remain poorly understood. We aimed to unveil the temporal molecular and cellular mechanisms underlying tissue dynamics during adhesion formation, including inflammation, angiogenesis, and fibrosis.

**Methods and Results:**

We visualized cell-based tissue dynamics during pericardial adhesion using histological evaluations. To determine the molecular mechanism, RNA-seq was performed. Chemical inhibitors were administered to confirm the molecular mechanism underlying adhesion formation. A high degree of adhesion formation was observed during the stages in which collagen production was promoted. Histological analyses showed that arterioles excessively sprouted from pericardial tissues after the accumulation of neutrophils on the heart surface in mice as well as humans. The combination of RNA-seq and histological analyses revealed that hyperproliferative endothelial and smooth muscle cells with dedifferentiation appeared in cytokine-exposed sprouting vessels and adhesion tissue but not in quiescent vessels in the heart. SMAD2/3 and ERK activation was observed in sprouting vessels. The simultaneous abrogation of PI3K/ERK or TGF-β/MMP9 signaling significantly decreased angiogenic sprouting, followed by inhibition of adhesion formation. Depleting MMP9-positive neutrophils shortened mice survival and decreased angiogenic sprouting and fibrosis in the adhesion. Our data suggest that TGF-β/matrix metalloproteinase-dependent tissue remodeling and PI3K/ERK signaling activation might contribute to unique angiogenesis with dedifferentiation of vascular smooth muscle cells from the contractile to the synthetic phenotype for fibrosis in the pericardial cavity.

**Conclusions:**

Our findings provide new insights in developing prevention strategies for pericardial adhesions by targeting the recruitment of vascular cells from heart tissues.

## Introduction

Pericardial adhesions are frequently recognized in repeat open-heart surgeries and complicate the procedure (1, 2). Growing evidence indicates that the risk of adverse events, such as intraoperative injury and bleeding, is increased during cardiac reoperations with adhesiotomy. Therefore, understanding the molecular mechanism underlying adhesion formation is necessary to prevent its occurrence (2).

The heart consists of various cell types, including cardiac myocytes, myofibroblasts, vascular smooth muscle cells (VSMCs), vascular endothelial cells, and mesothelial cells (3). Mesothelial cells typically surround myocardial tissues and maintain homeostasis of the pericardial cavity *via* serous fluid secretion (4). Of the various cell types in the pericardial cavity, mesothelial cells play a central role as the initiators of adhesion formation through multi-step reactions after pericardiotomy (5). Previous investigations using a bacterial toxin-induced pericardial adhesion model in sheep demonstrated that mesothelial cell transition from adhesion to free-floating type in the pericardial cavity induces inflammatory reactions (6–8). Following this, fibrin accumulation then occurs on the injured epicardial surface after the development of a scaffold for subsequent fibrosis (6). Finally, numerous inflammatory cells and fibroblasts invade the injured area, leading to collagen fiber production that eventually fills the pericardial space (7). Although new blood vessels have also been observed in collagen-deposited areas, the temporal cell behaviors of endothelial cells, myofibroblasts, and their source tissues during adhesion formation are poorly understood.

Blood vessels support the maintenance and survival of various tissues or organs by delivering nutrition and oxygen (9). Hypoxic and inflammatory signals induce the proliferation and migration of endothelial cells through activation of vascular endothelial growth factor (VEGF) receptors by ligands such as VEGF-A, -B, -C, and -D. The molecular mechanisms underlying the formation of new blood vessels in different developmental stages have been well characterized using a retinal angiogenesis murine model (10–13). Excessive leading and following cell proliferation of endothelial cells frequently occur during the growth and extension stages. Immature vascular trees are subsequently covered by pericytes, including myofibroblasts, for stabilization or specification into arteries (13), followed by the formation of lumen structures for blood perfusion. Nevertheless, the molecular and cellular mechanisms underlying pathological angiogenesis observed in adult cardiovascular diseases and repair are yet to be elucidated.

Molecular-based analyses of inflammatory signaling in pericardial fibrosis have been previously reported. Transforming growth factor-beta (TGF-β) is reportedly a central player in the activation of inflammatory reactions and the production of the extracellular matrix for fibrosis (14). The activation of TGF-β signaling also contributes to the transition from epithelial or endothelial cells to mesenchymal cells, promoting tissue fibrosis (15, 16). A previous human study reported elevated TGF-β levels in both serum and pericardial fluid of patients with pericarditis (17). Further, a pericardial adhesion model in pigs also demonstrated excessive upregulated expression of tumor necrosis factor-α, TGF-β, and phosphorylated SMAD, indicating that TGF-β is essential for inflammation in the pericardial cavity and adhesion formation (18). However, no studies have investigated the role of TGF-β in the early stages of pericardial adhesion.

We have previously established a simple model of pericardial adhesion in mice (19). In the current study, we conducted spatiotemporal visualization of histological changes using this model to elucidate the molecular and cellular mechanisms underlying tissue dynamics during adhesion formation, including inflammation, angiogenesis, and fibrosis.

## Methods and Materials

### Animals and Surgical Procedure

All animal experiments were conducted under the approval of the Ehime University Animal Care Committee (Project number: 05-RO-7-1 and 05-RO-42) and performed in accordance with the standards of the committee using the approved animal protocols. C57/Black6 (B6) mice were obtained from CLEA Japan (Tokyo, Japan). To generate endothelial cell-specific reporter mice, *Rosa26-EGFP* mice *(*The Jackson Laboratory, Bar Harbor, ME, Stock No. 012429) were crossed with *Cdh5*^*CreERT*2^ mice (11). To label the endothelial cells with an enhanced green fluorescent protein (EGFP), *Rosa26*^*EGFP*^:*Cdh5*^*CreERT*2^ mice were administered tamoxifen (catalog no. T5648., Sigma-Aldrich, St. Louis, MO, USA) *via* intraperitoneal injection (5 mg/40 g mouse body weight) for 3 consecutive days before talc administration. The induction of pericardial adhesion in mice was conducted as per a previously reported method (19). Briefly, all mice (male, 8 weeks) were anesthetized via mixed injection of ketamine (80 mg/kg) and xylazine (10 mg/kg). After laparotomy with minimal incision, 300 μl of a saline-based talc solution (2.5 mg/g) (Unitalc; Nobelpharma, Tokyo, Japan) was injected into the pericardial cavity via the diaphragm using a 27G needle. To establish the bleeding model, 300 μl of blood collected from donor mice was injected into the pericardial cavities of recipient mice (19). The chest cavities were excised and fixed with neutral buffered formalin. For histology and gene expression analyses, mice were euthanized by cervical dislocation under anesthesia. Adhesion severity was scored according to a previously described method (19), defined as follows: Grade 0, no adhesion; Grade 1, adhesion tissue was easily divided; Grade 2, adhesion tissue was partially divided; Grade 3, adhesion tissue adhered completely to the epicardium.

### Reagents and Antibodies

Hydrogen peroxide solution was obtained from Wako Pure Chemical Industries (Osaka, Japan). Anti-alpha smooth muscle actin (αSMA) mouse (catalog no. sc-56499) and anti-proliferating cell nuclear antigen (PCNA) rabbit (catalog no. sc-7907) antibodies were purchased from Santa Cruz Biotechnology, Inc. (Dallas, TX, USA). Anti-CD31 rat antibodies (catalog no. DIA-310) were obtained from Dianova (Hamburg, Germany). Anti-MMP9 rabbit (catalog no. ab38898), anti-TAGLN goat (catalog no. ab10135), anti-CD31 rabbit (catalog no. ab28364), and anti-CD34 mouse (catalog no. ab81289) antibodies were obtained from Abcam (Cambridge, UK). Anti-Phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204) (catalog no. 9101) and anti-Phospho-Smad2 (Ser465/467) / Smad3 (Ser423/425) (D6G10) rabbit (catalog no.9510) antibodies were purchased from Cell Signaling Technology (Beverly, MA, USA). Anti-green fluorescent protein (GFP) rabbit antibodies (catalog no. 598) and anti-Glycoprotein M6a (GPM6A) monoclonal antibodies (catalog no. D055-3) were purchased from MBL Life Science, Inc. (Nagoya, Japan). Anti-myeloperoxidase (MPO) Antibodies (catalog no. AF3667) were obtained from R&D Systems (Minneapolis, MN, USA). Alexa Fluor^®^ 488 anti-mouse/human CD11b Antibodies (catalog no. 101219) and APC anti-mouse Ly-6G Antibody (catalog no. 127613) were obtained from BioLegend (San Diego, CA, USA). Anti-Ly6G/Ly6C (Gr-1) neutralizing antibodies (catalog no. BP0075) and Rat IgG2b Isotype control anti-KLH InVivoPlus antibodies (Clone: LTF-2) (catalog no. BP0090) were obtained from Bio X Cell, West Lebanon, NH). Anti-fibrinogen β chain (FGβ) rabbit antibodies (catalog no. HPA001900) were obtained from Atlas Antibodies, Inc. (Stockholm, Sweden). The Histofine^®^ Mouse Stain (peroxidase-conjugated anti-mouse IgG), Histofine^®^ Simple Stain™ Mouse MAX PO (anti-rabbit IgG), Histofine^®^ Simple Stain™ Mouse MAX PO (anti-rat IgG), and Histofine^®^ DAB substrate kits were obtained from Nichirei Bioscience Inc. (Tokyo, Japan). Alexa Fluor 488-conjugated anti-rat IgG (H+L) donkey (catalog no. A21208), anti-mouse IgG (H + L) goat (catalog no. A11001), and anti-rabbit IgG (H + L) goat (catalog no. A32731) antibodies, and Alexa Fluor 568-conjugated anti-rabbit IgG (H + L) goat (catalog no. A11036), and anti-mouse IgG (H + L) goat (catalog no. A11004) antibodies were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Hoechst 33342 solution was purchased from Molecular Probes, Inc. (Eugene, OR, USA). ISOGEN II was obtained from Nippon Gene, Inc. (Tokyo, Japan). Gelatin Zymography Kit (Cosmo Bio type) (Catalog no. AK47) was obtained from Cosmo Bio Co., Ltd. (Tokyo, Japan). Monoclonal Anti-β-Actin antibody (catalog no. A5441), SB-431542 (catalog no. 616461), PD98059 (catalog no. P215), and LY294002 (catalog no. L9908) were obtained from Sigma (St. Louis, MO, USA). Marimastat (catalog no. S7156) was purchased from Selleckchem (Houston, TX, USA).

### Visualization of Tissue Structure and Fibrosis

Mouse chest cavities were excised and fixed using 10% neutral buffered formalin for 24 h. After decalcification with 10% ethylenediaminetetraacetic acid for 3 weeks, the tissues were embedded in paraffin and sliced into 5 μm sections. Paraffin-embedded heart tissue from the autopsy was used for comparative investigations of fibrosis and structure comparison between mice and humans. All clinical experiments were approved by the Ehime University Internal Review Board (protocol no.2105012), and informed consent was obtained based on the opt-out principle. Hematoxylin and eosin (H and E) and Masson's trichrome staining were performed to visualize tissue structures and collagen deposition, respectively. After the specimens were deparaffinized with xylene, samples were rehydrated and stained as previously described (19). For H and E staining, slides were stained with Meyer's hematoxylin solution for 15 min, rinsed with water for 10 min, and then stained with eosin, followed by washing with water. For Masson's trichrome staining, samples were treated with a mixture of 10% potassium dichromate and 10% trichloroacetic acid for 30 min, rinsed for 3 min, and then treated with Weigert's iron hematoxylin for 5 min. Samples were subsequently stained with 0.75% Orange G solution (Wako, Osaka, Japan) for 1 min and rinsed with acetic acid. Samples were then treated with xylidine ponceau acid for 20 min, 2.5% phosphotungstic acid for 10 min, and aniline blue for 5 min. Sagittal images of the chest cavity were obtained using a BZ-X800 microscope (Keyence, Kyoto, Japan). High-magnification images were acquired using a BX-51 Olympus microscope (Olympus, Tokyo, Japan).

### Immunostaining

To visualize the localization of FGB, anti-rabbit IgG HRP conjugate (Promega, Madison, WI. Catalog no. W402B. 1:4,000), αSMA, CD31, PCNA, MMP9, GPM6A phosphor-ERK, and phosphor-SMAD2/3, the tissues were deparaffinized with xylene. For antigen activation, the samples were heated for 15 min at 120°C in 10 mM sodium citrate buffer (pH 6.0) using an autoclave. Following inactivation of endogenous peroxidase with 3% hydrogen peroxide solution, samples were treated with blocking reagent Dako REAL^TM^ Antibody Diluent (Dako, Carpinteria, CA, USA) for 30 min. Anti-αSMA (1:2,000), CD31 (1:200), PCNA (1:1,000), MMP9 (1:1,000), GPM6A (1:400), phosphor-ERK (1:200), or phosho-SMAD2/3 (1:200) antibodies were probed onto the tissues and incubated overnight at 4°C. After washing with phosphate-buffered saline (PBS), the sections were treated with HRP-conjugated goat anti-mouse (for αSMA and PCNA), rat (for CD31 and GPM6A), and rabbit [for MMP9, phosphor-ERK, and phosho-SMAD2/3 (1:200)] antibodies (1:1,000) for 45 min at room temperature. The antigens were colored through treatment with the DAB substrate solution. After staining the nuclei with the hematoxylin solution, the sections were sealed with a cover glass. Tissue images were visualized as described above.

To investigate tissue co-localization, immunofluorescence assays were performed using multiple antibodies. After deparaffinization and antigen activation, samples were blocked using Dako REAL^TM^ Antibody Diluent, followed by reaction with the following primary antibody mixtures overnight at 4 °C: anti-αSMA (1:200)/CD31 (1:200), anti-αSMA (1:200)/TAGLN (1:200), anti-αSMA (1:200)/GFP (1:200), anti-αSMA (1:200)/PCNA (1:200), anti-CD31 (1:200)/PCNA (1:200), anti-MMP9 (1:500)/CD31 (1:200), anti-MMP9 (1:500)/CD31 (1:200), anti-MPO (1:400)/MMP9 (1/500), anti-CD34 (1:200)/CD31 (1:200), anti-CD34 (1:200)/αSMA (1:200), anti-pERK (1:200)/αSMA (1:200)/CD31 (1:200), or anti-pSMAD2/3 (1:200)/αSMA (1:200)/CD31 (1:200). After washing with PBS three times, the specimens were probed with the following fluorescent secondary antibody mixtures for 2 h at RT: Alexa Fluor 488-conjugated goat anti-rat IgG (1:1,000)/Alexa Fluor 568-conjugated goat anti-mouse IgG (1:1,000) for αSMA/CD31; Alexa Fluor 488-conjugated goat anti-rabbit IgG (1:1,000)/Alexa Fluor 568-conjugated goat anti-mouse IgG (1:1,000) for αSMA/GFP; Alexa Fluor 488-conjugated goat anti-mouse IgG (1:1,000)/Alexa Fluor 568-conjugated goat anti-rabbit IgG (1:1,000) for αSMA/PCNA and αSMA/CD34; Alexa Fluor 488-conjugated goat anti-rat IgG (1:1,000)/Alexa Fluor 568-conjugated goat anti-rabbit IgG (1:1,000) for CD31/PCNA, CD31/CD34, and MMP9/CD31; Alexa Fluor 488-conjugated donkey anti-rabbit IgG (1:1,000)/Alexa Fluor 568-conjugated donkey anti-goat IgG (1:1,000) for MMP9/MPO; Alexa Fluor 488-conjugated donkey anti-mouse IgG (1:1,000)/Alexa Fluor 568-conjugated donkey anti-goat IgG (1:1,000) for αSMA/TAGLN; and Alexa Fluor 488-conjugated goat anti-rat IgG (1:1,000)/Alexa Fluor 568-conjugated goat anti-rabbit IgG (1:1,000) for CD31/CD34. Following nuclear staining with Hoechst 33342, immunofluorescence signals were detected using an A1 confocal laser microscope (Nikon Co., Tokyo, Japan).

### RNA Isolation and Sequencing

Pericardial adhesion tissues and the myocardium were separately harvested from euthanized mice, homogenized with the ISOGEN II reagent, and stored at −20°C until further use. Total RNA was isolated according to the manufacturer's instructions for the ISOGEN II reagent. Purified total RNA was quantified using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific), and RNA integrity score was evaluated using the Bioanalyzer RNA 6000 Nano Assay Kit (Agilent Technologies, Santa Clara, CA, USA). RNA sequencing using the MiSeq system (Illumina Inc., San Diego, Cam USA) was performed as previously described (20). Signal pathway and gene enrichment analyses were performed using DAVID version 6.8 bioinformatics software (http://david.abcc.ncifcrf.gov).

### Treatment With Chemical Inhibitors

The induction of pericardial adhesion in mice was conducted as described above. To investigate the functional roles of TGF-β/SMAD, PI3K/Akt, MEK/ERK, and MMP signaling during adhesion formation, TGF-β type1 receptor inhibitor (385 μg/kg, SB431542), MEK/ERK pathway inhibitor (2.7 mg/kg, PD98059), PI3K-kinase inhibitor (1.2 mg/kg, LY294002), MMPs inhibitor (25 mg/kg, Marimastat) were simultaneously injected into the pericardial cavity. To evaluate the inhibitory activity of TGF-β/SMAD/MMP signaling or PI3K/Akt/MEK/ERK signaling during adhesion formation, a combination of TGF-β type1 receptor inhibitor (385 μg/kg, SB431542) and MMPs inhibitor (25 mg/kg, Marimastat) or MEK/ERK pathway inhibitor (2.7 mg/kg, PD98059) and PI3K-kinase inhibitor (1.2 mg/kg, LY294002) was injected into the pericardial cavity. The chemical compounds were intraperitoneally administered on days 2 and 4. All compounds were dissolved with 5% DMSO in corn oil (Sigma-Aldrich, USA). Mice were euthanized on day 6, and the adhesion severity was scored as described above.

### Flow Cytometry

To quantify the cell population of neutrophils in the peripheral blood and heart tissue of adhesion-induced mice, Ly6g and CD11b double-positive cells were selectively collected using a flow cytometer. TALC-injected and sham mice were anesthetized *via* mixed injection of ketamine (80 mg/kg) and xylazine (10 mg/kg), and blood was collected using heparin-treated 23G needles. After perfusion with PBS, heart tissues were excised and digested with PBS-based collagenase (Worthington Biochemical, Freehold, NJ, USA) solution for 3 h at 37°C. After digestion, the samples were filtered through 40 μm cell strainers (BD Biosciences, Bedford, MA), and the cells were labeled with Alexa Fluor^®^ 488 anti-mouse/human CD11b antibodies and APC anti-mouse Ly-6G antibody. Peripheral blood treated with the antibodies were hemolyzed using OptiLyse C Lysing Solution according to the manufacturer's instructions. The samples were then washed with 10% fetal bovine serum and analyzed using a FACS Calibur flow cytometer (Becton Dickinson, San Jose, CA).

### Western Blotting

The heart tissues from talc-injected mice at each time point (day 0-7) were homogenized with Laemmli SDS sample buffer. After centrifugation, the protein concentration of the supernatant was measured using DC/RC Protein Assay Kit (Bio-Rad, Hercules, CA, USA), and 20 μg of the extracted protein was subjected to 10-20% gradient polyacrylamide gels (Oriental Instruments, Kanagawa, Japan). Proteins were transferred to the polyvinylidene fluoride membrane and probed with anti-MMP9, TAGLN, and β-actin antibodies, followed by treatment with anti-rabbit IgG HRP conjugate (Promega, Madison, WI. Catalog no. W402B. 1:4,000) for MMP9, anti-goat IgG HRP conjugate (Promega. Catalog no. V8051. 1:4,000) for TAGLN, and anti-mouse IgG HRP conjugate (Promega. Catalog no. W4021. 1:4,000) for β-actin. Chemiluminescent western blot images were obtained using a LAS-4000 (GE Healthcare Life Sciences, South Logan, UT, USA).

### Gelatin Zymography

The enzymatic activities of MMP9 were measured using a Gelatin Zymography Kit following the manufacturer's instructions. Forty micrograms of the extracted proteins from heart tissues were separated by SDS polyacrylamide gel electrophoresis, and the gel was incubated in the reaction buffer for 36 h at 37°C. The bands were visualized by staining with coomassie blue staining solution.

### Depletion of Ly6g-Positive Cells

To eliminate neutrophils, mice were injected intraperitoneally with 387 μg of Ly6g neutralizing antibodies or isotype control antibodies in 200 μl PBS, as previously reported (21). After 2 days, pericardial adhesions were induced by talc injections. Both antibodies were injected every 2 days. On the seventh day after talc injection, heart tissues were excised and adhesion scores measured, followed by histological analyses by Masson's trichrome staining and immunohistochemical staining for CD31 and αSMA.

### Statistical Analysis

All data are presented as mean ± standard error (SE). GraphPad Prism Ver. 7 (GraphPad Software, San Diego, CA, USA) was used to conduct a one-way analysis of variance (ANOVA) for normal distributions and the Kruskal-Wallis test for non-normal distributions. Statistical significances between two groups were calculated using Student's *t*-tests (parametric variables) and Mann-Whitney *U*-test (non-parametric variables). The normality of the obtained experimental data was assessed using the Shapiro-Wilk normality test. ImageJ software (NIH) was used for quantification histological data. ns.: not significant. ND.: not detected.

## Results

### Visualization of Tissue Dynamics During Adhesion Formation

To determine the turning point in pericardial adhesion, identified as an intensive increase in the adhesion score of our model, we injected a talc solution into the pericardial cavities of mice and evaluated tissue structures at both the gross and histological levels. Adhesions around the myocardium were observed (Figure 1A), and adhesion scores were remarkably increased (Figure 1B) on day 3 after talc injection. The highest adhesion scores, indicating complete adherence to the epicardium, were observed after day 4 (Figure 1B). These histological findings were consistent with the adhesion scores, suggesting that crucial changes occurred at the cellular level around day 4 after talc injection. Next, we excised the chest cavity for histological analysis to avoid inflicting pericardial injury during the thoracotomy (Figure 1C, right). H and E-stained specimens displayed excessive cell invasion and fibrosis in the pericardial cavity from day 4 (Figure 1C, arrowheads). Masson's trichrome staining results confirmed intense production of extracellular matrix proteins connecting the epicardium and pericardium, such as collagen, whose level increased significantly after day 4 (Figure 1C, arrowheads). To investigate cell-based histological features, we comprehensively compared the histological images at each time point. Visualization of Masson's trichrome- and H and E-stained specimens at high-magnification displayed neutrophils in the early stages (day 2), extravasation of red blood cells into the pericardial space (day 3), and invasion of fibroblastic cells into the myocardial tissue (day 5) (Figures 1C,D). The pathological findings in model mice regarding collagen depositions onto the surface of heart tissues were similar to those in human specimens with adhesions in the heart (Figure 1E). The ratios of epicardial erosion defined as discontinuous epicardium significantly increased (*p* < 0.001) at the third hour after injection (Figure 1F), while intact epicardia stained by immunohistochemical staining with GPM6A, which is known as a marker of mesothelial cells (22), was observed in the pre-injected or blood-injected mice using a previously established bleeding model (19) (Supplementary Figure 1). Hemorrhage was confirmed using immunohistochemical staining with anti-fibrinogen beta chain (FGβ) antibodies. Expectedly, the FGβ was located in the pericardial cavity on day 1 (Figure 1G). These data indicated that our model reproduced the pathologies of epicardial injury in the early stage, including mesothelial erosion, bleeding, and inflammatory cell accumulation previously reported in humans and other animal models.

**Figure 1:**
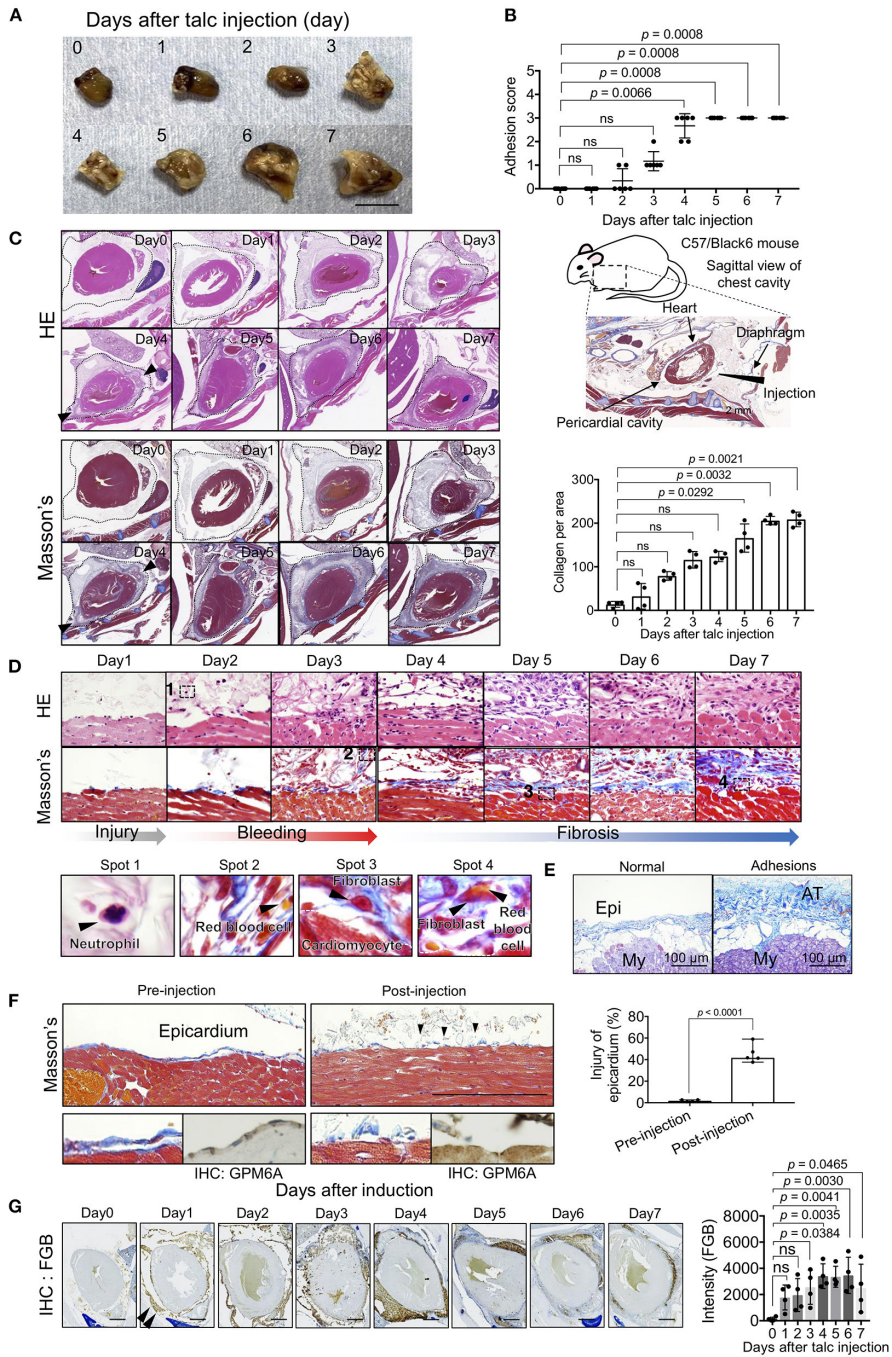
Spatiotemporal evaluation of pericardial adhesion formation. **(A)** Excised hearts within 7 days of adhesion induction (talc injection). Bar = 8 mm. **(B)** Adhesion scores of the excised heart tissues (*n* = 6). Data are presented as means ± SE. Statistical analyses were performed using Kruskal-Wallis test with Dunn's multiple comparison test (non-parametric variables). **(C)** H and E (left upper) and Masson's trichrome (left lower) staining of the sagittal sections of the chest cavity within 7 days of adhesion induction. The broken lines indicate the pericardium. Arrowheads indicate the points of cell invasion with fibrosis. The right upper panel shows a schematic image of the sagittal view of the mouse chest cavity surrounded by a broken line. Arrowheads and arrows in the right upper panel indicate the injection site and tissue descriptions, respectively. The right lower panel shows the quantified collagen deposits-stained blue in the pericardial cavity of the left lower panels (*n* = 4). Data are presented as means ± SE. Statistical analyses were performed using Kruskal-Wallis test with Dunn's multiple comparison test (non-parametric variables). **(D)** Temporal cell dynamics of myocardial tissues within 7 days of talc injection. The lower panels show magnified views of areas 1-4 in the upper panels. **(E)** Masson's trichrome-stained human heart tissues with or without adhesions. Bar = 100 μm. Epi, epicardium; My, myocardium; AT, adhesion tissue. **(F)** Masson's trichrome-stained epicardium, pre- (left) or post- (left) induction. Thoracic cavities were excised at the third hour after talc injection. Arrowheads indicate the injured epicardial layer after injection. Lower panels show magnified views of Masson's trichrome (left) and IHC for GPM6A (right). Right panel shows the quantitative analysis of epicardial injury in the pericardium (*n* = 5). Bar = 100 μm. Data are presented as means ± SE. Statistical analyses were performed using a two-tailed *t*-test (parametric variables). **(G)** Assessment of the bleeding process during pericardial adhesion formation via immunohistochemical staining using anti-fibrinogen β chain antibodies. Arrowheads indicate staining areas. The right panel shows the quantifications of stained signals of IHC for FGB in the pericardial cavity (*n* = 4). Data are presented as means ± SE. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test (parametric variables). Scale bar = 1 mm.

### Providing Myofibroblasts and Endothelial Cells From the Beating Heart

To clarify the cellular mechanism of fibrosis observed in the pericardial cavity after day 4, we investigated the cellular behavior of αSMA-positive myofibroblasts responsible for collagen production during adhesion formation. As expected, few myofibroblasts were observed in the pericardial cavity on day 4, and the cell population was significantly increased (*p* = 0.0001) on day 7 in proportion to collagen deposition (Figure 2A). Interestingly, myofibroblasts were also located around the pericardial area, and the cell population tended to increase, suggesting that adhesion-related myofibroblasts might originate from the pericardial tissues. Based on our hypothesis, we quantified myofibroblasts migrating from the myocardial tissues to the pericardial cavity. As shown in the whole heart view illustrated in Figure 2B, myofibroblasts were more densely located around heart tissues than on the pericardial side. Notably, the abundance of vascular-like bridging myofibroblasts, which form lumen structures between cardiomyocytes and adhesion tissues, was significantly increased (*p* = 0.0005) on day 7 (Figure 2B). Based on our findings that the vascular-like structures were composed of myofibroblasts, we also investigated the localization of CD31-positive endothelial cells. A large number of endothelial cells were observed in adhesion and myocardial tissues on day 7 (Figure 2C). Notably, the abundance of CD31-positive sprouting vessels was remarkably increased from day 4 (Figure 2C), suggesting that angiogenesis and fibrosis might occur concomitantly during adhesion formation (Figures 2A,C). To validate our hypothesis, we conducted double immunofluorescence experiments using anti-CD31 and -αSMA antibodies. As shown in areas 1 of Figures 2D,E, several arterioles were composed of CD31-positive endothelial cells and αSMA-positive myofibroblasts as the inner and outer layers, respectively. Histological analysis of heart tissues on day 7 also revealed initial stages of sprouting (area 2), elongating vessels from myocardial tissues to adhesion tissues (area 3), and elongating vessels in adhesion tissues (area 4), which maintained the association of endothelial cells with αSMA-positive cells, and lumen structures with red blood cells (Figures 2D,E). A few myofibroblast-uncovered capillaries were observed in adhesion tissues (area 5 of Figure 2E).

**Figure 2:**
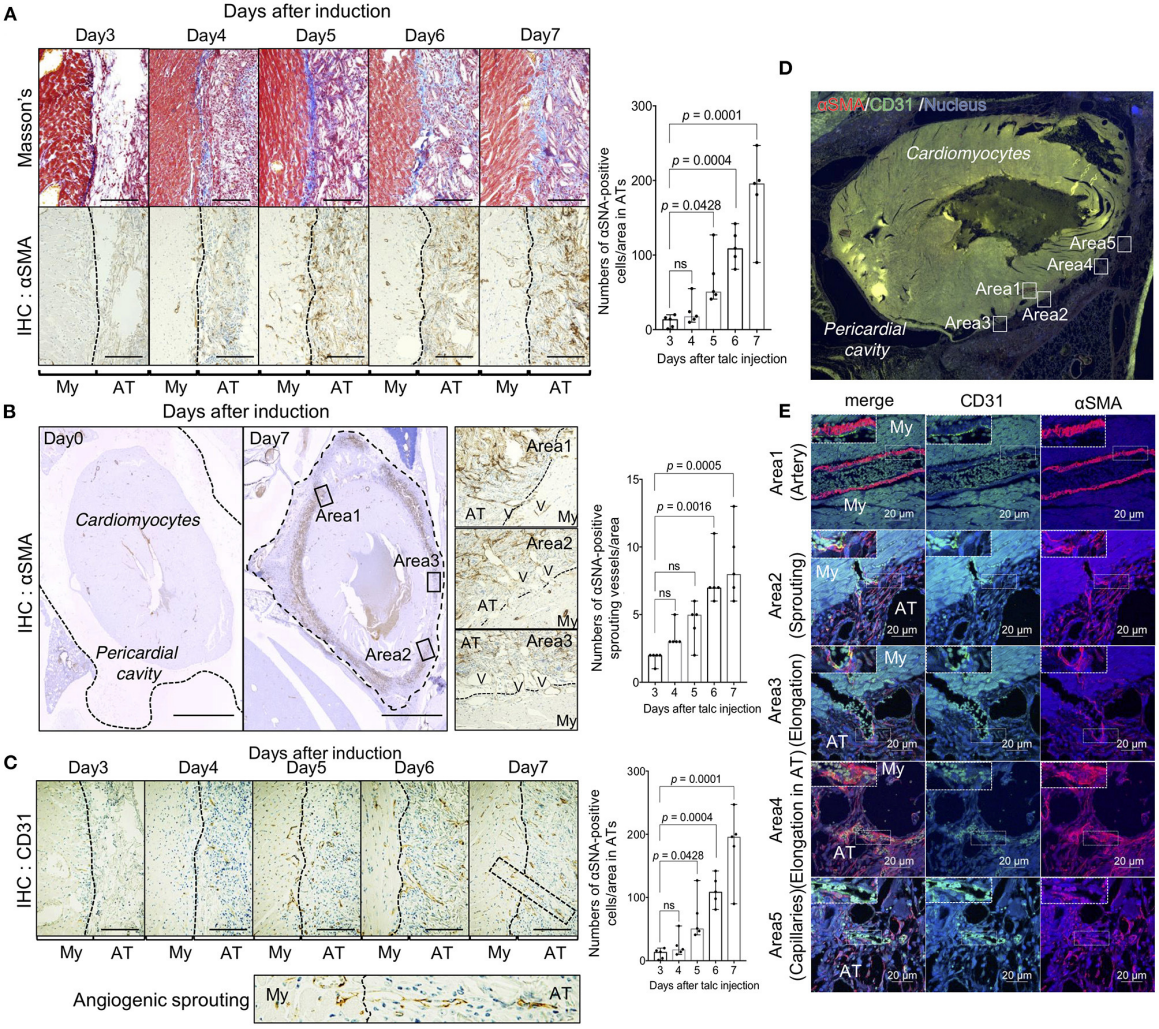
Unique angiogenic process from the heart during pericardial adhesion. **(A)** The left panels show the results of Masson's trichrome staining and α-SMA immunohistochemistry (IHC). The broken lines indicate the borders between myocardial (My) and adhesion (AT) tissues. Bar = 50 μm. The right panel shows quantified αSMA-positive cells in adhesion tissues (*n* = 5). Data are presented as means ± SE. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test (parametric variables). **(B)** Left panels show the whole heart view of αSMA IHC before and after talc injection. The broken lines on day 0 indicate the pericardium. The middle panels show magnified views of areas 1–3 in the left panels. The broken lines indicate the borders between myocardial (My) and adhesion (AT) tissues. V indicates the presence of a vascular-like structure. Bar = 1 mm. The right panel shows quantified cell numbers of αSMA-positive bridging structures between myocardial and adhesion tissues (*n* = 5). Data are presented as means ± SE. Statistical analyses were performed using Kruskal-Wallis test with Dunn's multiple comparison test (non-parametric variables). **(C)** Tissue localization of CD31-positive endothelial cells. The lower panel shows an enlarged view of the sprouting vessels from myocardial tissues to adhesion tissues surrounded by broken lines in the upper right image. Bar = 50 μm. The right panel shows quantification of CD31-positive sprouting vessels per area in the pericardial surface (*n* = 5). Data are presented as means ± SE. Statistical analyses were performed using Kruskal-Wallis test with Dunn's multiple comparison test (non-parametric variables). My, myocardium; AT, adhesion tissue. **(D)** Immunofluorescence of whole heart stained using anti-αSMA (*red*) and CD 31 (*green*) antibodies. Nuclei were stained with Hoechst stain (*blue*). Bar = 1 mm. **(E)** Magnified views of areas 1–5 in **(D)**, representing quiescent, sprouting, and elongating blood vessels. Upper left dotted boxes in **(E)** show an enlarged view in the areas surrounded by broken lines. Bar = 20 μm. My, myocardium; AT, adhesion tissue.

Next, we investigated whether arterioles and capillaries from the heart contributed to the development of fibrosis and vascular formation in the pericardial cavity. Using Rosa26^EGFP^; Cdh5^CreERT2^ mice that harbored EGFP-labeled endothelial cells, we traced endothelial cell behavior during adhesion. Arterioles and metarterioles were observed in the inner heart areas, and numerous capillaries were formed throughout heart tissues (Figure 3A). Immunofluorescence co-staining results also clearly indicated direct sprouting from arterioles and metarterioles (myofibroblasts located at the leading edge of sprouting vessels) (areas 1 and 2 in Figure 3B). Additionally, new capillary formation from arterioles was observed (area 3 of Figure 3B). However, no double-positive cells labeled with EGFP- and αSMA-derived fluorescence were present in heart tissues (Figure 3C), suggesting that endothelial cells could not be considered the origin of the myofibroblasts responsible for the development of fibrosis within 7 days of adhesion induction. In addition, three-dimensional tissue imaging based on confocal microscopy with z-stacking demonstrated that several EGFP-positive neoformed vasculatures sprouted in adhesion tissue from the vascular network in heart tissues (Figure 3D). To validate our findings obtained *via* the murine model, we evaluated the pathology of an autopsied patient who underwent cardiac surgery 6 months prior to the autopsy. Masson's trichrome staining results revealed the robust formation of adhesion tissues (indicated in blue) around layers of cardiomyocytes, while adipose tissues were partially observed within myocardial and adhesion tissues (Figure 3E). Interestingly, sprouting vessels from heart tissues were observed, composed of CD31-positive endothelial cells in the inner regions and αSMA-positive smooth muscle cells in the outer regions (Figure 3E). Tissue localization of CD31- and αSMA-positive cells during sprouting was confirmed by double immunofluorescence staining (Figure 3F). These angiogenic sprouting from the heart to adhesions were observed in all cases who underwent cardiac reoperation (Figure 3G). Taken together, the results indicated that endothelial cells and myofibroblasts originating from myocardial tissues might contribute to the development of post-surgical cardiac adhesions in humans.

**Figure 3:**
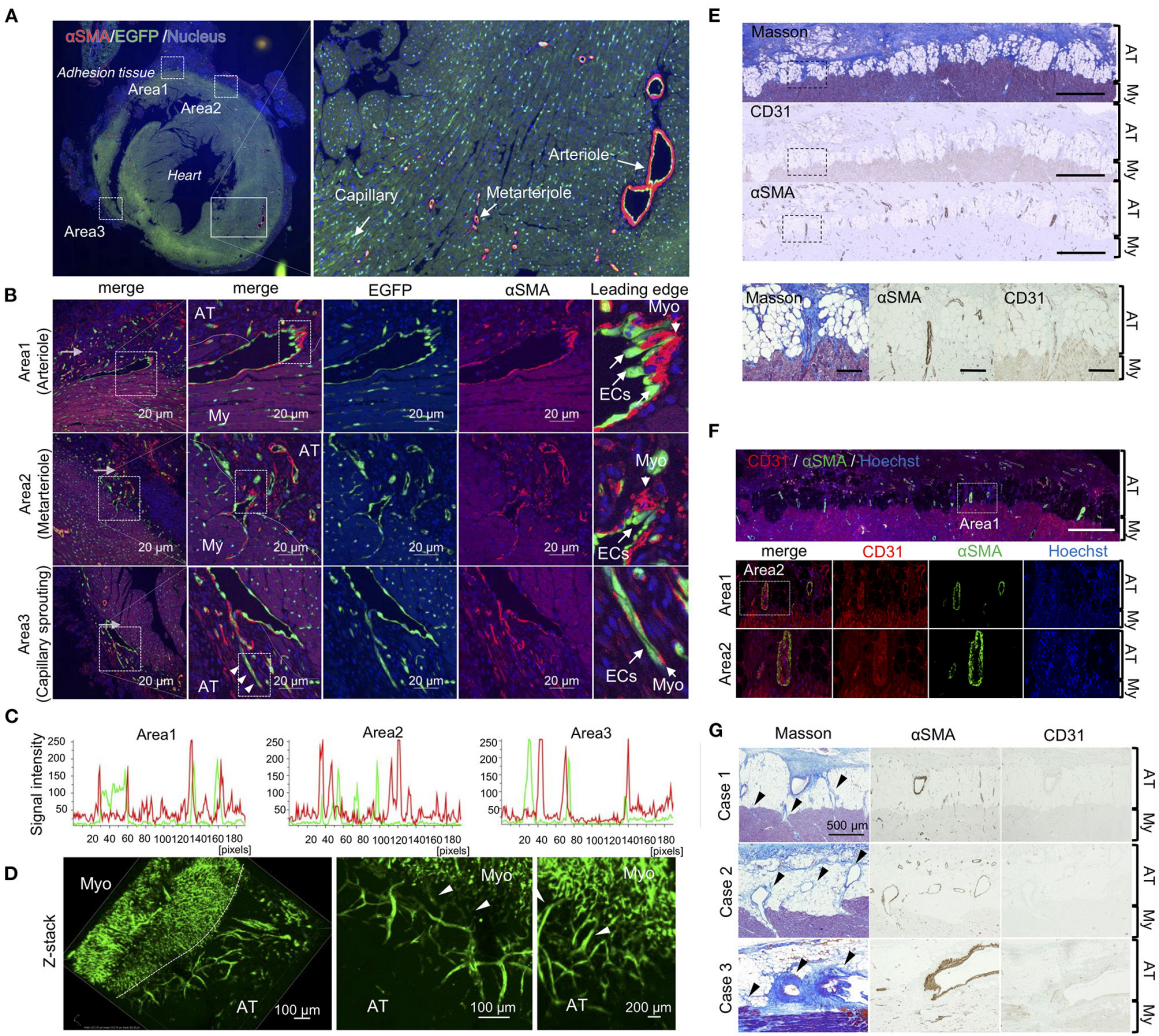
Unique angiogenic sprouting from heart in mice and humans. **(A)** Left panel shows immunofluorescence of whole heart stained using anti-αSMA (red) and EGFP (green) antibodies. Nuclei were stained with Hoechst stain (blue). The right panel shows a magnified view of the quiescent area surrounded by solid lines in the left panel. **(B)** Magnified views of areas 1–3 in the left of **(A)**. The rightmost images indicate enlarged views of areas surrounded by broken lines in the second panel from the left. Arrowheads indicate sprouting vessels from the arteriole. Bar = 20 μm. **(C)** Profiles of fluorescence signal intensities of αSMA (*red*) and EGFP (*green*) from areas 1–3 of the leftmost images in **(B)**. **(D)** Z-stacked images of heart tissue with adhesions in endothelial cell-specific EGFP-labeled mice. Heart tissue was excised and subsequently embedded into the type-I collagen gel, followed by obtaining z-stack three-dimensional images using A1 confocal microscopy. Arrowheads indicate vascular connective points between the heart and adhesions. My, myocardium; AT, adhesion tissue. **(E)** The upper panels show Masson's trichome staining and immunohistochemical (IHC) results for αSMA and CD31 in the human heart (Scale bar = 1 mm). The lower panels show magnified images of areas surrounded by broken lines in the upper panels (Scale bar = 200 μm). **(F)** Immunofluorescence co-staining and analysis of CD31 and αSMA in human pericardial adhesion tissues. The upper panel shows the immunofluorescence co-stained specimen illustrating identical areas corresponding to those observed in the Masson's trichrome-stained specimen image in **(A)** (Scale bar = 1 mm). The lower panels show high-magnification images of area 1 in the upper panel. Scale bar = 200 μm. **(G)** Histological evaluations (Masson's trichrome and IHC for CD31 and αSMA) of three patients with pericardial adhesion. Arrowheads indicate sprouting vessels from the heart. (Scale bar = 500 μm). My, myocardium; AT, adhesion tissue.

### Gene Expression Profiling of Pericardial Adhesions in Mice

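Adhesions were raised in mice by talc, a mineral powder that irritates the lining of the pericardial cavity. Heart tissue was taken at days 0, 3 and 7 and adhesion tissue at days 1, 3 and 7, and each condition gave 1 library, 6 in all. The first heart library is day 0 in its labels and in Figures 4 and 6D, but day 1 in Supplementary Table 1. The first adhesion library is day 1 in its title and in Figure 4B, but day 0 in its source label and in the legend of Figure 6D. Day 0 for heart and day 1 for adhesion tissue are used here. The libraries held total RNA depleted of ribosomal RNA and were read on a MiSeq, and the reads were aligned to the mm10 genome with TopHat. The authors deposited a scaled value for each of 23420 genes in each library, from which whole read numbers could be recovered. The heart libraries held 1713031, 1810564 and 1818192 reads in genes at days 0, 3 and 7, and the adhesion libraries 1790137, 1615922 and 1844565 at days 1, 3 and 7. The ribosomal precursor gene Rn45s took 3.14%, 4.02% and 3.26% of the heart reads and 7.69%, 11.4% and 6.66% of the adhesion reads. Each later library was compared with the first of its tissue, with a pseudocount of 1 where genes over 3-fold were counted and in the medians of gene lists, but not for single genes or summed reads. Values in parentheses are exact 95% intervals from the recovered reads and cover counting error only. Where a gene had 0 reads in 1 library, the fold is taken against a floor of 3 reads and written as at least that, without an interval. No condition had a replicate, so no difference between conditions has a replicate check and no p-value is given. Heart and adhesion values were scaled separately, so levels set across the tissues are in CPM, reads scaled to the library total, and were not tested. Whether the reads were counted by strand is not stated, so genes that share exons with a gene on the opposite strand are less certain.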

To elucidate the molecular mechanism underlying pericardial adhesion, RNA sequencing was performed on samples obtained from heart and adhesion tissues. 

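Genes of the heart muscle lay close together in the heart libraries. Among 20 cardiomyocyte genes 0 were over 3-fold higher or lower than at day 0 at either day. Their summed reads were 1.39-fold (1.38 to 1.39) lower at day 3 and 1.2-fold (1.19 to 1.2) lower at day 7. Ttn, which encodes the sarcomere protein titin, was 1.42-fold (1.4 to 1.43) lower at day 3. Nppa, an atrial natriuretic peptide gene (mm10 chromosome 4, 148000746 to 148002067), was 2.1-fold (1.92 to 2.29) lower at day 3 and 1.09-fold (1.02 to 1.17) higher at day 7. Of 87 oxidative phosphorylation genes, 0 were over 3-fold at day 3 and 1 was lower at day 7, with median log2 ratios of -0.49 and -0.40. Of 77 ribosomal protein genes, 1 was higher at day 3 and 1 lower at day 7. Over all genes with at least 30 reads, 93% of 9845 genes were within 2-fold and 97.3% within 3-fold of day 0 at day 3. At day 7 the shares were 93.5% and 97.4% of 9752 genes. The rank correlation of the heart values with day 0 was 0.916 at day 3 and 0.915 at day 7.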

The scatter plot indicated that drastic changes did not occur in the expression levels of detected genes in heart tissues between days 3/0 and days 7/0 (Figure 4A). In heart tissues, 736 and 737 upregulated genes (>three-fold) and 231 and 220 downregulated genes (three-fold) were detected on days 3 and 7, respectively. 

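At day 3, 1075 heart genes were over 3-fold higher and 286 lower than at day 0 among 16145 genes with a read. At day 7, 1104 were higher and 245 lower among 16142. Spp1, which encodes the secreted matrix protein osteopontin (mm10 chromosome 5, 104435111 to 104441053), had 12, 643 and 933 reads at days 0, 3 and 7, or 44.9-fold (25.5 to 87.4) and 67.4-fold (38.4 to 131) more. Saa3, an acute-phase serum amyloid gene (chromosome 7, 46711998 to 46715676), had 0, 109 and 129 reads, at least 30.5-fold and 37.3-fold higher. Gpnmb, a glycoprotein gene of macrophages (chromosome 6, 49036518 to 49058182), was 16.5-fold (7.35 to 45.8) and 137-fold (62.7 to 374) higher. Of 16 macrophage genes, 11 were over 3-fold higher at day 3 and 9 at day 7, with median log2 ratios of 2.38 and 2.12. Of 27 matrix genes, 12 and 13 were higher, with medians of 1.37 and 1.41, and of 12 fibroblast genes 3 and 4 were higher, with medians of 1.07 and 1.00. Among the lower genes, Upk3b of the mesothelium (chromosome 5, 136038496 to 136044993) had 28, 0 and 2 reads, at least 11.1-fold lower at day 3 and 16.2-fold (4.07 to 140) at day 7. Of 10 mesothelial genes, 5 were lower at day 3 and 3 at day 7, while 1 was higher at day 7. Lars2, a mitochondrial leucyl-tRNA synthetase gene (chromosome 9, 123366940 to 123462664), was 3.1-fold (2.7 to 3.55) and 11.2-fold (8.83 to 14.2) lower. The gene lists place Lars2 with Rn45s among loci that resemble ribosomal RNA, and whether its reads come from the synthetase transcript was not tested. All 6 genes of a lung epithelium list were over 3-fold higher at day 7, and of these Sftpc, a surfactant protein gene, had 0, 0 and 203 reads. Most of the counted genes had few reads: in the lower library 3 or fewer reads were found for 843 of the higher and 250 of the lower genes at day 3, and for 866 and 218 at day 7. The interval excluded 1 for 534 and 88 of them at day 3 and for 511 and 64 at day 7. Simulated pairs of unchanged libraries gave means of 376 higher and 257 lower genes at day 3 and 372 and 278 at day 7. An exact binomial test of the reads, added after the data were seen, has no fold threshold and so counts other genes. With it more genes were lower than higher, 836 higher and 1089 lower at day 3 and 790 and 903 at day 7. Of these, 394 and 40 were also over 3-fold at day 3, and 345 and 29 at day 7.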

To characterize the obtained gene sets, we determined Kyoto Encyclopedia of Gene and Genomes (KEGG) enrichment using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatics tool. KEGG pathway results revealed that inflammation-related genes played crucial roles in pathways for chemokine signaling, cytokine-cytokine receptor interaction, and PI3K-Akt signaling in both heart and adhesion tissues (Figure 4A). In contrast, 708 and 874 upregulated genes (>three-fold) and 220 and 788 downregulated genes (< three-fold) were found in adhesion tissues on days 3 and 7, respectively. 

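Heart tissue after talc held more reads of genes that attract and activate leukocytes. Ccl2, a monocyte attractant gene (mm10 chromosome 11, 82035577 to 82037452), had 3, 42 and 7 heart reads at days 0, 3 and 7, 11.7-fold (3.75 to 59.2) higher at day 3 and 2.02-fold (0.462 to 12.1) at day 7. Its receptor gene Ccr2 (chromosome 9, 124102183 to 124109140) was 34-fold (9.1 to 285) and 23-fold (6.05 to 194) higher. Cxcl5, a neutrophil attractant gene (chromosome 5, 90759299 to 90761625), had 0, 97 and 17 reads, at least 27.1-fold and 4.91-fold higher. Il1b, the gene of the inflammatory cytokine interleukin 1 beta (chromosome 2, 129364580 to 129371120), was 17.3-fold (5.66 to 86.3) and 11.6-fold (3.68 to 58.4) higher. Of the Ccl genes with a read, 8 of 17 were over 3-fold higher at day 3 and 5 of 16 at day 7, and of the Cxcl genes 5 of 10 and 6 of 11. Summed Ccl reads were 3.36-fold (2.65 to 4.3) and 3.1-fold (2.44 to 3.98) higher, and summed Cxcl reads 2.04-fold (1.81 to 2.3) and 1.62-fold (1.43 to 1.83). Among chemokine receptor genes, 5 of 18 were higher at day 3 and 3 of 16 at day 7. Among interleukin genes 7 of 11 and 6 of 11 were higher, and their summed reads were 2.08-fold (1.61 to 2.71) and 1.93-fold (1.48 to 2.52) higher. For the TNF family, 6 of 12 and 5 of 10 were higher, and the summed reads were 1.32-fold (0.927 to 1.89) and 1.52-fold (1.08 to 2.17) higher. In none of these 5 families was a gene over 3-fold lower in heart. Many members had 0 reads in 1 of the libraries. Without a pseudocount these were set to 3 reads, or to the other library's reads where those were fewer. Where the other library held 3 or fewer, the ratio is then only that of the scaling factors, -0.25 in log2 at day 3. The medians of the interleukins, the TNF family and the chemokine receptors took that value, in place of 1.61, 1.32 and 1.02. A median at that value measures no change, because too few reads set it. The interval lay above 1 at day 3 for 3 of the 11 interleukin, 0 of the 12 TNF family and 6 of the 18 receptor genes.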

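In adhesion tissue 640 genes were over 3-fold higher and 1136 lower at day 3 than at day 1 among 16946 genes with a read, and 879 were higher and 835 lower at day 7 among 17119. Mmp12, the elastase gene of macrophages (mm10 chromosome 9, 7347374 to 7360461), had 23, 926 and 2297 reads at days 1, 3 and 7, or 44.9-fold (29.8 to 71.2) and 99.2-fold (66 to 157) more. Gpnmb was 34-fold (24.1 to 49.7) and 228-fold (162 to 331) higher in this tissue. Ctsk, which encodes the collagen-degrading cathepsin K (chromosome 3, 95499286 to 95509362), was 15-fold (7.89 to 31.9) and 136-fold (73.7 to 284) higher. The lower genes at day 3 included those of skeletal and heart muscle. Myh1, a fast skeletal myosin gene (chromosome 11, 67200114 to 67224575), had 3380, 0 and 922 reads, at least 1009-fold lower at day 3 and 3.69-fold (3.43 to 3.97) at day 7. Acta1, the skeletal actin gene (chromosome 8, 123891758 to 123894775), had 3261, 3 and 1151 reads. All 9 skeletal muscle genes with a read and all 20 cardiomyocyte genes were over 3-fold lower at day 3. At day 7, 5 of 12 skeletal muscle genes were lower and 3 higher, and 2 of the 20 cardiomyocyte genes were lower. Muc5b, a mucin gene of the airway, had 419, 12 and 13 reads, and Sftpc of the lung 1, 0 and 549. Of the lung list, 1 of 5 genes was lower at day 3 and 5 of 6 higher at day 7, and of 6 genes of a thymus list 5 were lower at both days. Over genes with at least 30 reads, 83.2% of 10431 were within 2-fold of day 1 at day 3 and 81.3% of 10670 at day 7. After a share of the day 0 heart profile was taken out of each library, a choice made after seeing the data, 1002 genes were higher and 873 lower at day 3, which turned the lead. The share was 12% at day 1 and 0.351% at day 3, and the rest was not rescaled. The step itself therefore lowers heart genes at day 1 and raises their ratios, so the turn comes at least partly from it. With day 3 as the reference, also chosen after seeing the data, 819 genes were higher and 306 lower at day 7. The lead at day 7 against day 1 turned in CPM (865 higher and 869 lower) and among genes read in both libraries (875 and 948). It also turned with zeros set to 1 (1002 and 1091), with totals without muscle genes (837 and 906) and at 2-fold (1905 and 2058). An exact binomial test without a fold threshold, added after the data were seen, gave 1863 higher and 2351 lower genes.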

Cytokine- and PI3k-Akt signaling-related genes were also enriched in both adhesion and heart tissues (Figure 4B), while the enriched gene patterns responsible for cytokine signaling differed considerably between heart and adhesion tissues (Supplementary Figure 2). 

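Several cytokine genes that were higher in heart were lower in adhesion tissue. Ccl2 had 938, 168 and 32 adhesion reads at days 1, 3 and 7, 5-fold (4.24 to 5.93) lower at day 3 and 29.5-fold (20.8 to 43.4) at day 7. Il1b was 2.67-fold (2.35 to 3.05) and 2.92-fold (2.56 to 3.33) lower, and Cxcl3, a neutrophil attractant gene (mm10 chromosome 5, 90786103 to 90788090), 6.46-fold (5.09 to 8.29) and 28.3-fold (18.1 to 46.6) lower. Ccl8, a monocyte attractant gene (chromosome 11, 82115185 to 82116799), was 6.39-fold (3.34 to 13.4) and 6.14-fold (3.23 to 12.9) higher. Of 17 Ccl genes, 1 was over 3-fold higher and 4 lower at day 3, and 2 higher and 6 lower at day 7. Of 12 Cxcl genes, 5 were lower at day 3, while 7 were lower and 1 higher at day 7. Summed Cxcl reads were 1.66-fold (1.56 to 1.77) and 1.5-fold (1.42 to 1.59) lower. Among interleukin genes, 3 of 22 were lower at day 3, and at day 7 3 of 19 were lower and 1 higher, with summed reads 2.12-fold (1.93 to 2.33) and 2.4-fold (2.19 to 2.64) lower. The higher interleukin entry, Il8, is an older name of Cxcl15, an airway chemokine gene, and had 1, 0 and 28 reads. Of 19 chemokine receptor genes, 2 were higher at both days, and 2 were lower at day 3 and 4 at day 7. The TNF family had 1 of 13 genes higher and 1 lower at day 3, and 3 of 14 higher and 3 lower at day 7. Of 19 core genes of PI3K-Akt signaling, 0 were over 3-fold in adhesion tissue at either day, with median log2 ratios of -0.03 and 0.04.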

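Part of the mitosis and histone genes were over 3-fold higher at the later days in both tissues, fewer at day 7 than at day 3, and genes of protein breakdown were mixed. Of 32 cell cycle genes, 22 were over 3-fold higher in heart at day 3 and 13 at day 7, and 21 and 19 in adhesion tissue, with 0 lower. The median log2 ratios of this list were 2.54 and 1.28 in heart and 2.60 and 1.86 in adhesion tissue, each above all 10000 random lists matched on reads, as a description of these libraries. Hist1h1b, a linker histone gene copied in S phase (mm10 chromosome 13, 21779883 to 21780554), was 14.7-fold (5.48 to 55.3) and 3.47-fold (1.12 to 14.2) higher in heart and 7.44-fold (4.95 to 11.6) and 3.79-fold (2.46 to 6.03) in adhesion tissue. Of the histone genes with a read, 29 of 55 were higher and 2 lower in heart at day 3, and 11 of 55 higher and 1 lower at day 7. In adhesion tissue 37 of 58 and 17 of 57 histone genes were higher, with 0 lower. Ctss, which encodes the lysosomal protease cathepsin S (chromosome 3, 95526786 to 95556403), was 6.97-fold (4.73 to 10.6) and 12-fold (8.23 to 18.2) higher in heart and 4.54-fold (4.09 to 5.04) and 6-fold (5.42 to 6.64) in adhesion tissue. Of the cathepsin genes, 2 of 12 and 4 of 13 were higher in heart, and 2 of 13 and 7 of 14 in adhesion tissue, where 1 was lower at day 3. Of the Adam and Adamts genes, 4 of 34 and 7 of 34 were higher in heart and 4 of 36 and 9 of 40 in adhesion tissue. Adam12, a metalloprotease gene of mesenchymal cells, was 11.7-fold (5.17 to 32.9) higher in heart at day 3. Of 9 plasmin and Timp genes in heart, 2 were higher at each day and 1 lower at day 3, and of 10 in adhesion tissue 2 and 3 were higher, with 1 lower at each day. Their summed reads were 1.225-fold (1.13 to 1.33) lower in heart at day 3 and 1.14-fold (1.06 to 1.23) higher at day 7, and 1.1-fold (1.04 to 1.16) and 1.21-fold (1.14 to 1.27) lower in adhesion tissue. Reads of near-identical histone copies cannot be assigned with certainty, and no enrichment test was run here.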

Notably, Gene Ontology (GO) term analysis indicated genes associated with cell division-, cell cycle-, and proteolysis-related processes were enriched in both heart and adhesion tissues (Figures 4A,B), indicating that these genes might contribute to the formation of new blood vessels during adhesion. 

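Myocd encodes myocardin, which turns on heart and smooth muscle genes together with the factor Srf. Myocd (mm10 chromosome 11, 65176571 to 65269989) had 278 and 261 heart reads at days 0 and 3, 1.27-fold (1.07 to 1.51) lower, and 39 and 1 adhesion reads at days 1 and 3, 34.9-fold (5.91 to 1415) lower. Smyd1, a muscle methyltransferase gene (chromosome 6, 71213940 to 71262281), was 1.42-fold (1.29 to 1.56) lower in heart and 59.1-fold (10.2 to 2370) lower in adhesion tissue. The cardiac factor genes Gata4, Tbx5 and Hand2 were 8.24-fold (3.29 to 26.6), 5.47-fold (2.68 to 12.6) and 4.93-fold (1.07 to 45.8) lower in adhesion tissue. Srf (chromosome 17, 46546839 to 46556162) was 1.37-fold (1.1 to 1.71) lower in heart and 1.15-fold (0.881 to 1.5) in adhesion tissue. In CPM the heart ratios at day 3 lie 0.17 higher in log2. The heart falls of Myocd and Srf are then smaller, and their intervals include 1. A list of 9 network genes was used, of which the paper's text and captions name only Myocd. Of these 9, 1 was over 3-fold lower in heart at day 3, with 2 reads and then 0, and 5 in adhesion tissue. At day 7 none of the 9 was over 3-fold in either tissue. The list's median log2 ratio at day 3 was -0.40 in heart and -1.85 in adhesion tissue, or -2.30 there without the pseudocount. Heart muscle genes were lower in adhesion tissue too, with a summed level of 31965 CPM at day 1 and 997 at day 3 for the cardiomyocyte list. The low reads at day 3 leave wide intervals.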

Downregulation of MYOCD signaling was seen as a common pathway between heart and adhesion tissues on day 3 using Ingenuity Pathway Analysis (IPA) (Supplementary Figure 3). 

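Several genes by which leukocytes adhere to and cross the vessel wall were higher in heart at day 3 than at day 0. Selp, the P-selectin gene (mm10 chromosome 1, 164115264 to 164150026), had 0 and 40 reads, at least 11.2-fold higher, and shares exon bases with a gene on the opposite strand. Sele, the E-selectin gene (chromosome 1, 164048234 to 164057677), had 0 and 22 reads, at least 6.15-fold higher. Selplg, the gene of the selectin ligand on leukocytes, was 17.6-fold (2.83 to 728) higher. Itgal, an integrin gene of leukocytes, was 4.19-fold (1.72 to 12.3) higher, and Cybb, the phagocyte oxidase gene, 3.85-fold (2.52 to 6.07). Mmp9, which encodes the gelatinase of neutrophils and macrophages (chromosome 2, 164948251 to 164955846), had 3 and 63 reads, 17.6-fold (5.75 to 87.6) higher. Of 22 extravasation genes 11 were over 3-fold higher and 0 lower at day 3. The median log2 ratio of the 22 genes was 1.70 and their summed reads were 1.39-fold (1.31 to 1.47) higher. At day 7 again 11 were higher and 0 lower in heart, while in adhesion tissue 2 and 3 of the 22 were lower and 0 higher. Of 27 integrin genes with a read in heart, 6 were higher at day 3 and 5 at day 7. Pecam1, an endothelial junction gene, was 1.01-fold (0.867 to 1.19) lower at day 3, and 1.11-fold higher in CPM.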

IPA analysis also revealed upregulations of Leukocyte Extravasation and MMP9 signaling in the heart on day 3. 

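Genes linked to angiogenesis, its inducers and inhibitors alike, went both ways in heart at day 7 relative to day 0. Plvap, an endothelial fenestra gene (mm10 chromosome 8, 71497753 to 71511769), was 1.91-fold (1.26 to 2.93) higher. Thbs1, a thrombospondin gene (chromosome 2, 118111922 to 118127133), was 1.8-fold (1.34 to 2.43) higher, and Nrp2, a VEGF co-receptor gene, 1.56-fold (1.24 to 1.98). Angpt2, a vessel-destabilizing ligand gene (chromosome 8, 18690263 to 18741562), was 2.17-fold (0.794 to 6.82) higher. The growth factor genes Ctgf and Cyr61 were 2.56-fold (2.12 to 3.1) and 2.12-fold (1.62 to 2.79) lower. The VEGF receptor genes Flt1 and Kdr were 1.59-fold (1.38 to 1.84) and 1.19-fold (1.01 to 1.4) lower. Of 14 angiogenesis factor genes, 1 was over 3-fold higher, Hgf with 2 and then 9 reads, which was named after its value was seen. At a 2-fold threshold 2 were higher and 4 lower, and the summed reads of the list were 0.857 (0.803 to 0.914) of day 0. Because the list mixes inducers and inhibitors, these values give no direction of angiogenic signaling. Of 12 sprouting genes and 12 endothelial genes, 0 were over 3-fold, with median log2 ratios of 0.46 and -0.16. The sprouting median was above 99.4% of random lists matched on reads. The paper's pathway analysis used a cutoff below 3-fold, so smaller changes than those counted here could enter it.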

Notably, upregulation of angiogenic signaling in the heart tissue on day 7 was also detected (Supplementary Figure 3).

**Figure 4:**
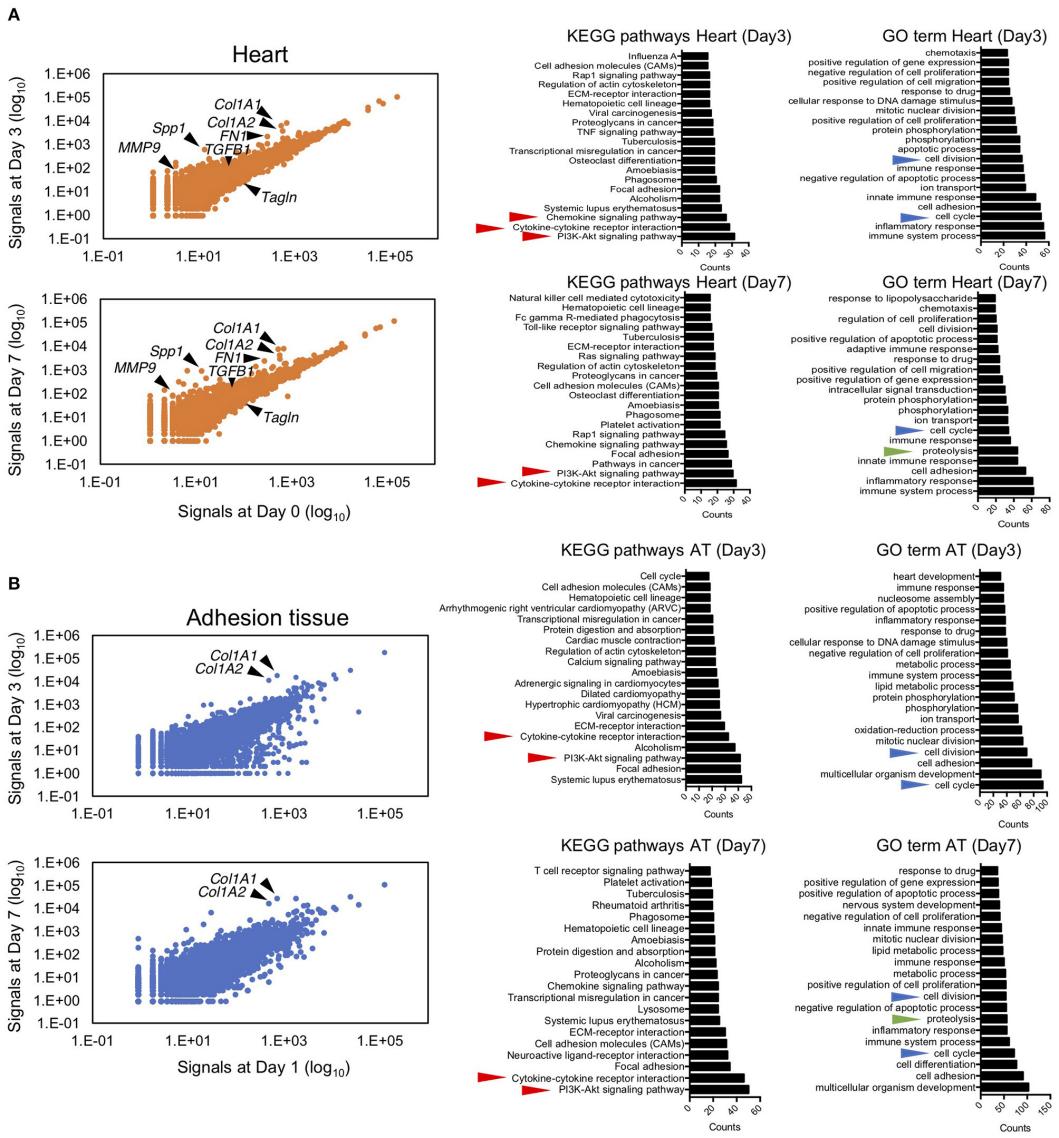
Next-generation sequencing of RNA from myocardial and adhesion tissues. **(A)** Scatter plot illustrating relative expression values obtained using RNA sequencing of myocardial tissues on days 3 and 7 after talc injection (left). The middle and right panels show the top 20 enriched gene ontologies based on KEGG and GO term database pathways, respectively. Red, blue, and green arrowheads indicate inflammation-, cell growth-, and proteolysis-related ontologies, respectively. **(B)** Scatter plot of relative expression values obtained by RNA sequencing of adhesion tissues on days 3 and 7 after induction (left). The middle and right panels show the top 20 enriched gene ontologies based on KEGG and GO term database pathways, respectively. Red, blue, and green arrowheads indicate inflammation-, cell growth-, and proteolysis-related ontologies, respectively.

### Cell Proliferation of Heart-Derived Myofibroblasts and Endothelial Cells

Based on the RNA sequencing results regarding cell cycle regulators, to visualize proliferative cells during adhesion formation, we performed immunohistochemical staining using anti-PCNA antibodies. 

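The PCNA gene itself differed little while genes of mitosis differed widely. Pcna, the sliding clamp gene of DNA replication (mm10 chromosome 2, 132249286 to 132253180), was 1.36-fold (0.943 to 1.97) higher in heart at day 3 and 1.32-fold (0.91 to 1.92) at day 7. In adhesion tissue Pcna was 1.54-fold (1.21 to 1.96) and 1.27-fold (0.995 to 1.61) higher. Mki67, which encodes the proliferation antigen Ki-67 (chromosome 7, 135689788 to 135716379), had 3, 182 and 86 heart reads, 50.9-fold (17.1 to 249) and 24.8-fold (8.22 to 123) higher. The same gene had 87, 578 and 313 adhesion reads, 7.42-fold (5.91 to 9.4) and 3.58-fold (2.81 to 4.59) higher. Top2a, the mitotic topoisomerase gene (chromosome 11, 98992947 to 99024189), was 16.4-fold (6.13 to 61.5) and 5.63-fold (1.95 to 22.2) higher in heart and 7.93-fold (5.66 to 11.4) and 4.08-fold (2.86 to 5.95) in adhesion tissue. Cdk1, the mitotic kinase gene (chromosome 10, 69336635 to 69352912), was 12.6-fold (1.93 to 529) and 7.8-fold (1.08 to 342) higher in heart and 20.8-fold (6.77 to 104) and 10.9-fold (3.43 to 55.7) in adhesion tissue. Its partner Ccnb1 was at least 5.31-fold and 2.02-fold higher in heart. Cenpf, a kinetochore gene, was 1.02-fold (0.712 to 1.47) lower in heart at day 3, though higher in CPM, and 11.1-fold (6.11 to 22) higher in adhesion tissue. Which cells held these transcripts cannot be read from whole tissue. Pcna was added to the figure after the values were seen because the paper stains for its protein.

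**Figure D1:**
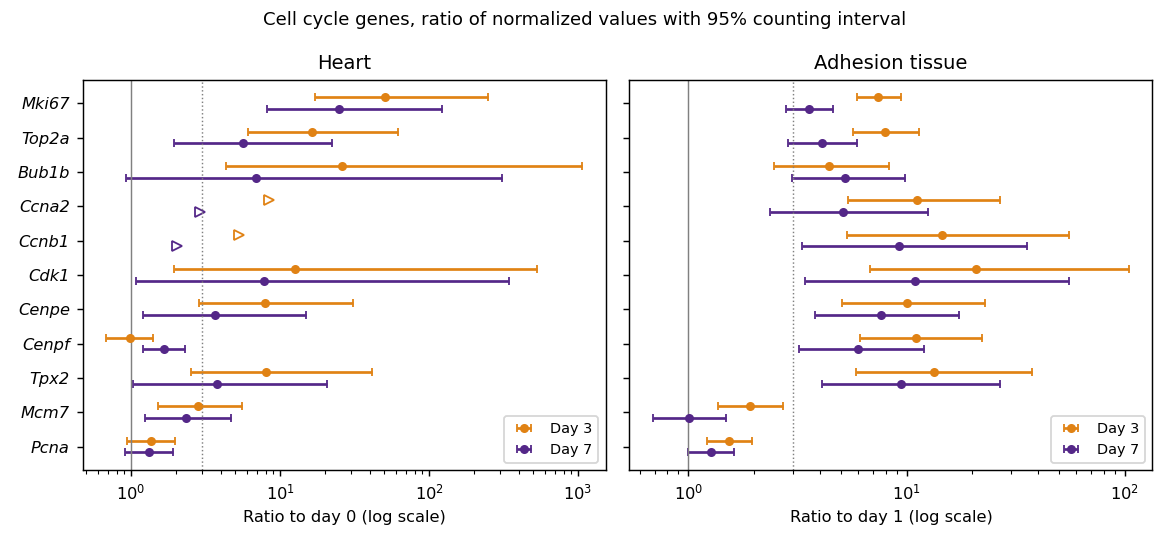
Ratios of 11 cell cycle genes to the first library of each tissue with 95% counting intervals, open triangles marking lower bounds. Mki67 was 50.9-fold higher in heart at day 3 and 7.42-fold in adhesion tissue, and the dotted line marks 3-fold.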

A few PCNA-positive cells were observed around the injured surface of the heart on day 1, and the cell population gradually increased for 7 days (Figure 5A). From days 4–7, the abundance of proliferative cells was also markedly increased in adhesion tissues (Figure 5A). We next identified the types of PCNA-positive proliferative cells in heart and adhesion tissues using double immunofluorescence staining for endothelial cells and myofibroblasts. PCNA-derived fluorescence signals were not detected in EGFP-positive endothelial cells and αSMA-positive smooth muscle cells of heart tissues (Figure 5B, upper). However, PCNA was expressed in the nuclei of endothelial cells and myofibroblasts during vascular sprouting (Figure 5B, middle). Further, the populations of PCNA-positive proliferative endothelial cells and myofibroblasts were increased in adhesion tissues compared to those in sprouting vessels (Figure 5B, lower), with significantly different ratios of PCNA-positive endothelial cells (*p* < 0.0001) and myofibroblasts (*p* < 0.0001) between sprouting vessels and adhesion tissues (Figure 5C). Cell proliferation of both cells in sprouting vessels was confirmed by the immunofluorescence staining for ki67 (Supplementary Figure 4), suggesting that dedifferentiation of VSMCs from the contractile to the synthetic phenotype might have been induced. To test our hypothesis, immunohistochemical co-staining of TAGLN, a marker of smooth muscle cells, and αSMA was performed. We also found that while cardiac arterioles and sprouting vessels surrounded by TAGLN-stained smooth muscle cells were also observed, the fluorescence intensities of TAGLN were significantly decreased in sprouting vessels (*p* < 0.0001), rather than in cardiac arterioles. Our data indicate that proliferative dedifferentiated smooth muscle cells in arterioles of the heart are one of the origins of fibrosis in the pericardial cavity.

**Figure 5:**
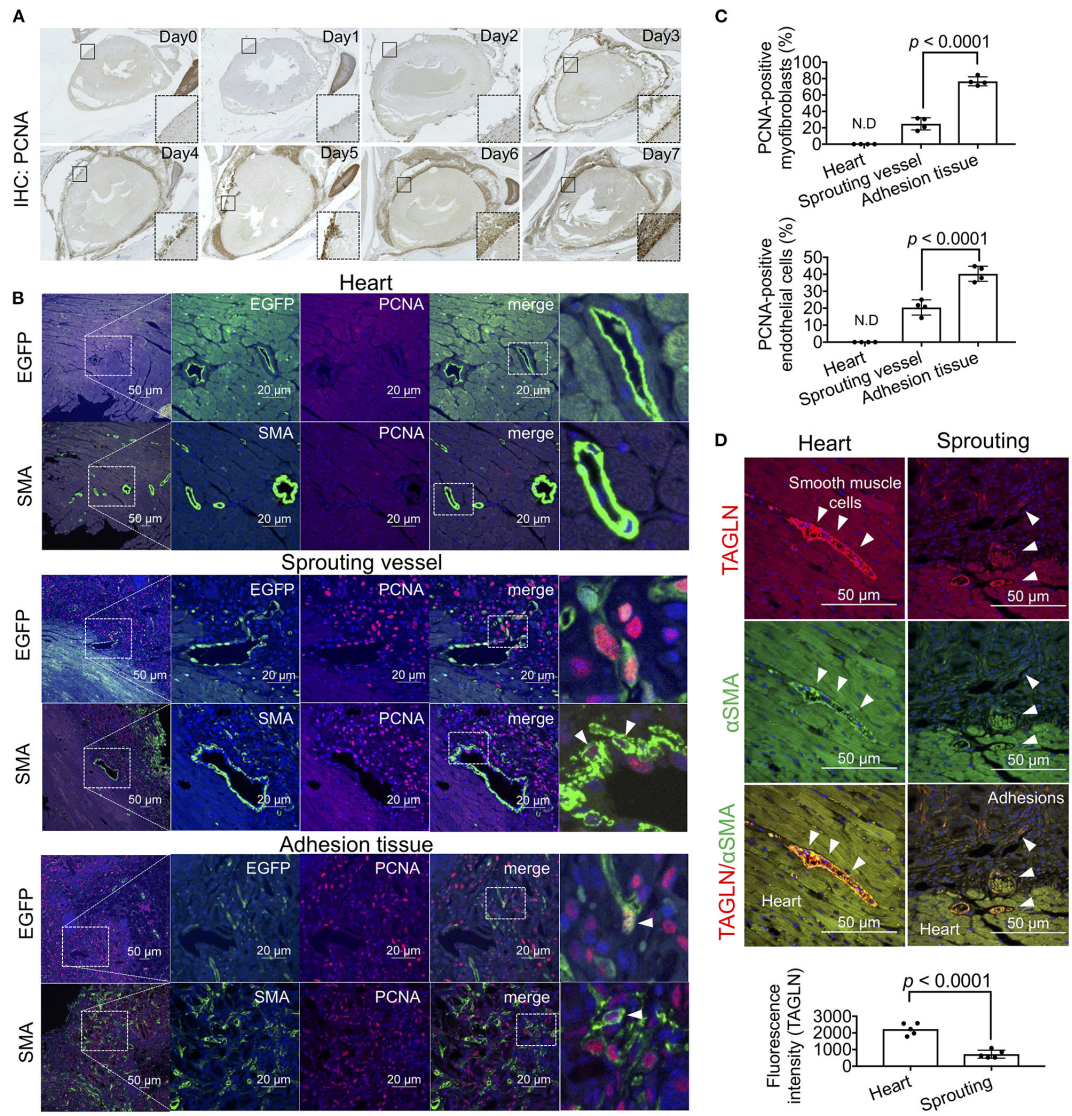
Cell growth of myofibroblasts and endothelial cells during adhesion formation. **(A)** The sagittal section of the chest cavity after immunohistochemistry (IHC) with anti-PCNA antibodies. The areas surrounded by broken lines indicate magnified images of the areas surrounded by solid lines. **(B)** Tissue localization of PCNA-positive endothelial cells and myofibroblasts within the myocardial tissues, sprouting vessels, and adhesion tissues. The rightmost panels include enlarged views of the areas surrounded by broken lines in the second panel from the right. Arrowheads indicate PCNA-positive cells. Scale bar = 20 μm. **(C)** Quantitative analysis of PCNA-positive myofibroblasts and endothelial cells in the heart, sprouting vessels, and adhesion tissues (*n* = 4). Data are presented as means ± SE. Statistical analyses were performed using a two-tailed *t*-test (parametric variables). **(D)** Immunohistochemical co-staining of αSMA and TAGLN of arterioles in heart tissue and sprouting vessels (upper). Arrowheads indicate TAGLN-positive smooth muscle cells. Quantification of TAGLN-derived fluorescence intensities of arterioles in the heart and sprouting vessels using NIS-Elements software. Data are presented as means ± SE. Statistical analyses were performed using a two-tailed *t*-test (parametric variables).

### Proteolysis-Dependent Tissue Remodeling in the Pre-angiogenic Stage

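Several metalloproteinase genes were higher in heart than at day 0. Mmp14, a membrane-bound collagenase gene (mm10 chromosome 14, 54431604 to 54441258), was 6.9-fold (4.42 to 11.3) higher in heart at day 3 and 7.48-fold (4.8 to 12.2) at day 7. Mmp12 was 14.7-fold (5.48 to 55.3) and 70-fold (27.1 to 258) higher in heart. Mmp3, which encodes stromelysin, was 7.44-fold (3.58 to 17.9) and 3.57-fold (1.62 to 8.96) higher in heart and 2.94-fold lower in adhesion tissue at day 3. Mmp13, a collagenase gene, was 10.1-fold (4 to 32.4) and 3.58-fold higher in adhesion tissue. The gelatinase gene Mmp9 had 669, 345 and 735 adhesion reads at days 1, 3 and 7, 1.74-fold (1.52 to 1.98) lower and then 1.09-fold (0.982 to 1.21) higher. Of the Mmp genes with a read, 8 of 18 were over 3-fold higher in heart at day 3 and 7 of 17 at day 7, with 0 lower. In adhesion tissue 4 of 19 were higher and 1 lower at day 3, and 7 of 18 higher and 3 lower at day 7. The median log2 ratio in heart at day 3 was 1.13, or 0.48 without a pseudocount. For the latter, genes at 0 reads were set to 3 reads, or to the other library's reads where those were fewer. Proteolysis terms were not tested for enrichment here.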

GO term and IPA analyses based on the RNA-seq data revealed enrichment of proteolysis-related genes, including *MMP9* (Figure 4). Since MMP9 is a proangiogenic factor that induces angiogenesis by subjecting the extracellular matrix to proteolysis (23), we investigated the tissue distribution of MMP9. MMP9-positive cells were observed on the surface of myocardial tissues on day 1 (Figure 6A). Although few MMP9-positive cells existed in the blood (area 1 of Figure 6A), these cells were distinctly accumulated on the surface of myocardial tissues on day 2 (area 2 in Figure 6A). Immunofluorescence co-staining of MMP9 and MPO, a marker of neutrophils, and flow cytometry for CD11b and Ly6g double-positive cells confirmed that the MMP9-positive cells were neutrophils (Figures 6B,C). Indeed, the expression levels of activated neutrophil marker genes, such as *itgam, ptprc, itgb2, mmp9, anpep, tlr2, tlr8, and sorl1*, were markedly upregulated in heart tissues on days 3 and 7. Conversely, these genes were not upregulated in adhesion tissues, characterized by overexpression of proteins encoded by extracellular matrix-associated genes, including *col1*α*2, col1*α*1, and co3*α*1* (Figure 6D and Supplementary Figure 5). 

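In heart 7 of the paper's 8 markers were over 3-fold higher than at day 0 at both later days. Itgam, which encodes the CD11b integrin of neutrophils and macrophages (mm10 chromosome 7, 128062640 to 128118491), was 7.03-fold (4.46 to 11.6) higher at day 3 and 7.47-fold (4.74 to 12.4) at day 7. Its partner Itgb2 (chromosome 10, 77530348 to 77565674) was 12.6-fold (6.43 to 28.1) and 22.1-fold (11.5 to 49) higher. Ptprc, the CD45 gene of all leukocytes (chromosome 1, 138062859 to 138175305), was 4.16-fold (2.8 to 6.39) and 4.16-fold (2.79 to 6.39) higher. Anpep, an aminopeptidase gene, was 4.07-fold (2.69 to 6.35) and 7.52-fold (5.07 to 11.6) higher. The RNA and lipopeptide receptor genes Tlr8 and Tlr2 were 8.38-fold (2.04 to 74) and 3.35-fold (1.51 to 8.42) higher at day 3. Mmp9 was 23.4-fold (7.73 to 116) higher at day 7. Sorl1 was 1.63-fold (1.16 to 2.31) and 1.57-fold (1.11 to 2.24) higher. Genes that belong more closely to neutrophils were also higher: Csf3r, the granulocyte growth factor receptor gene, 6.48-fold (3.44 to 13.5) at day 3 and S100a9 (chromosome 3, 90692633 to 90695691) 3.66-fold (1.87 to 7.81). Of a core neutrophil list, 5 of 12 genes were over 3-fold higher at day 3 and 3 of 13 at day 7, with 0 lower. Its summed reads were 3.08-fold (2.45 to 3.92) and 2.02-fold (1.58 to 2.6) higher. Macrophages express several of the 8 markers too, and 11 and 9 of 16 macrophage genes were over 3-fold higher in the same libraries.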

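In adhesion tissue collagen genes were higher and core neutrophil genes lower than at day 1. Col1a1 (mm10 chromosome 11, 94936270 to 94951856) and Col1a2 (chromosome 6, 4505697 to 4541543), which encode type I collagen, were 25.9-fold (24.1 to 27.8) and 23.3-fold (21.4 to 25.5) higher at day 3 and 38.6-fold (36 to 41.5) and 34.4-fold (31.6 to 37.6) at day 7. Col3a1 (chromosome 1, 45311538 to 45349706), of type III collagen, was 8.8-fold (8.39 to 9.23) and 15.7-fold (15 to 16.4) higher. Eln, the elastin gene, was 1.25-fold and 4.27-fold (3.36 to 5.47) higher, and the fibronectin gene Fn1 1.79-fold (1.75 to 1.83) higher at day 3, while at day 7 it stood at 1.01-fold of day 1. Of the 5 matrix genes of Figure 6D, 3 and 4 were over 3-fold higher in adhesion tissue at days 3 and 7, and 4 in heart at both days. Of the 8 neutrophil markers, Anpep was 9.62-fold (7.23 to 13.1) and 22.8-fold (17.3 to 30.5) higher and Tlr8 4-fold (2.66 to 6.16) and 3.27-fold (2.17 to 5.06), and the other 6 were within 3-fold. Itgam was 1.11-fold (1.04 to 1.19) and 1.72-fold (1.6 to 1.85) lower. Summed over the 8 markers, the reads were 1.04-fold (0.997 to 1.08) those of day 1 at day 3 and 1.1-fold (1.06 to 1.15) at day 7. S100a9 was 4-fold (3.55 to 4.53) and 4.51-fold lower, and Lcn2, a granule protein gene (chromosome 2, 32384637 to 32387739), 11.6-fold (10.1 to 13.3) and 32.9-fold (26.6 to 41.1) lower. Of the core neutrophil list, 7 of 13 genes were lower at day 3, and 9 of 14 lower and 1 higher at day 7. The 8 markers together stood at 3148, 3237 and 3396 CPM in adhesion tissue at days 1, 3 and 7 and at 89.9, 449.6 and 568.1 in heart at days 0, 3 and 7. These levels were not tested between the tissues.

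**Figure D2:**
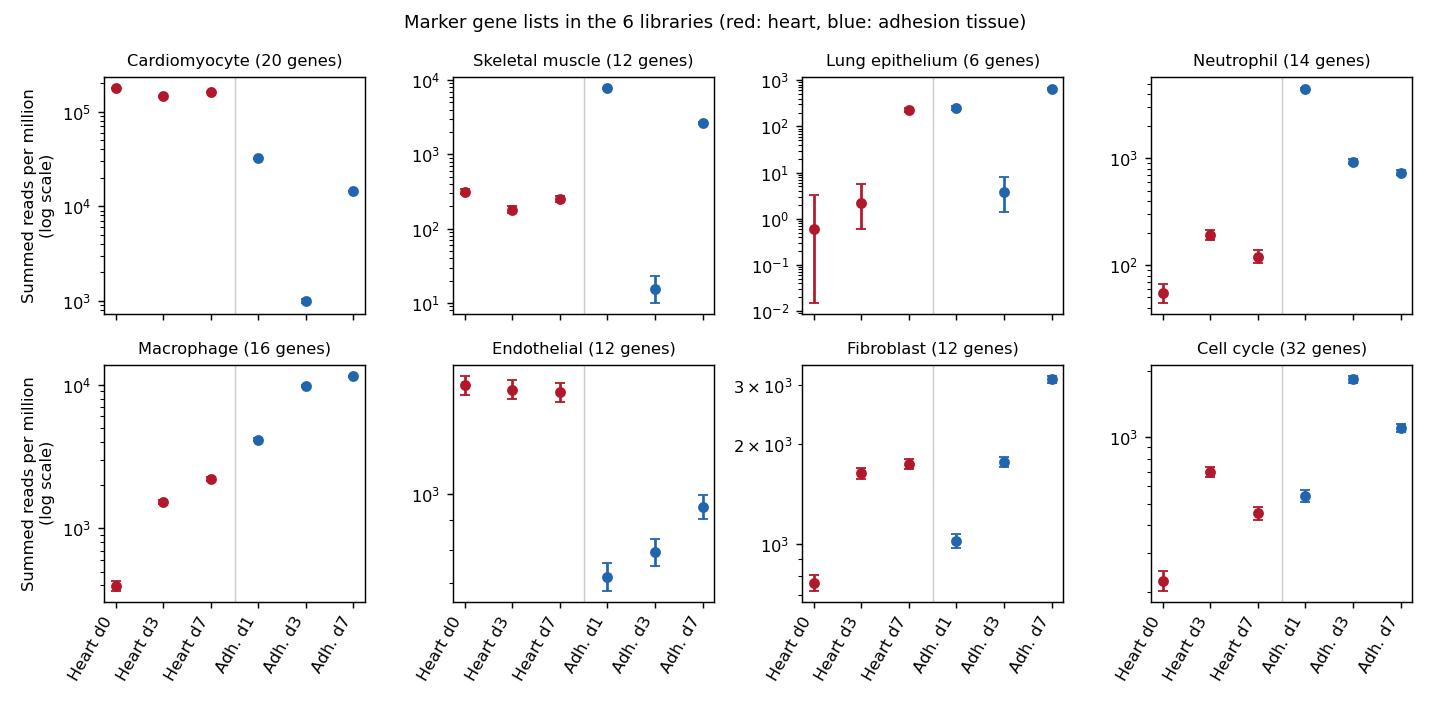
Summed CPM of 8 marker gene lists in the 6 libraries, with 95% counting intervals on log scales. The neutrophil list stood at 4456 CPM in adhesion tissue at day 1 and the cardiomyocyte list at 31965.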

Temporal histological analyses revealed that the accumulation of MMP9-positive neutrophils on the surface of myocardial tissues gradually decreased after day 5 (Figure 6E). Gelatin zymography and western blotting of tissue lysates from the heart also confirmed that MMP9 protein with protease activities was enriched after day 1, although protein levels of TAGLN (a marker of VSMCs) decreased with the progression of adhesion formation (Figure 6F). Immunofluorescence analysis also revealed the presence of MMP9-positive neutrophils around CD31- and CD34-double-positive blood vessels at the injured surface of myocardial tissues on day 3. After the occurrence of bleeding and the initial stages of collagen production in the pericardial cavity, the neutrophils gradually migrated into the adhesion tissues. The angiogenic sprouting of CD34/CD31 double-positive vessels covered by myofibroblasts occurred on the adhesion side (Figure 6G). To investigate the roles of MMP9-positive neutrophils, talc was administered to mice treated with isotype control antibodies- (cAb) or Ly6g neutralizing antibodies (nAb) (Figure 6H). Depletion of neutrophils was confirmed by flow cytometry for CD11b and Ly6g (Figure 6I). Fifty-five percentage of neutrophil-depleted mice could not survive talc injection, although control mice were not affected (Figure 6J). Further investigation of the surviving nAb-treated mice revealed that adhesion score, collagen deposition, and the number of angiogenic sprouting were significantly suppressed by depletion of neutrophils (Figures 6K,L). These findings indicate that MMP-9-positive neutrophils contribute to survival and adhesion formation through neovascularization by enabling remodeling of the collagen scaffold in myocardial tissues.

**Figure 6:**
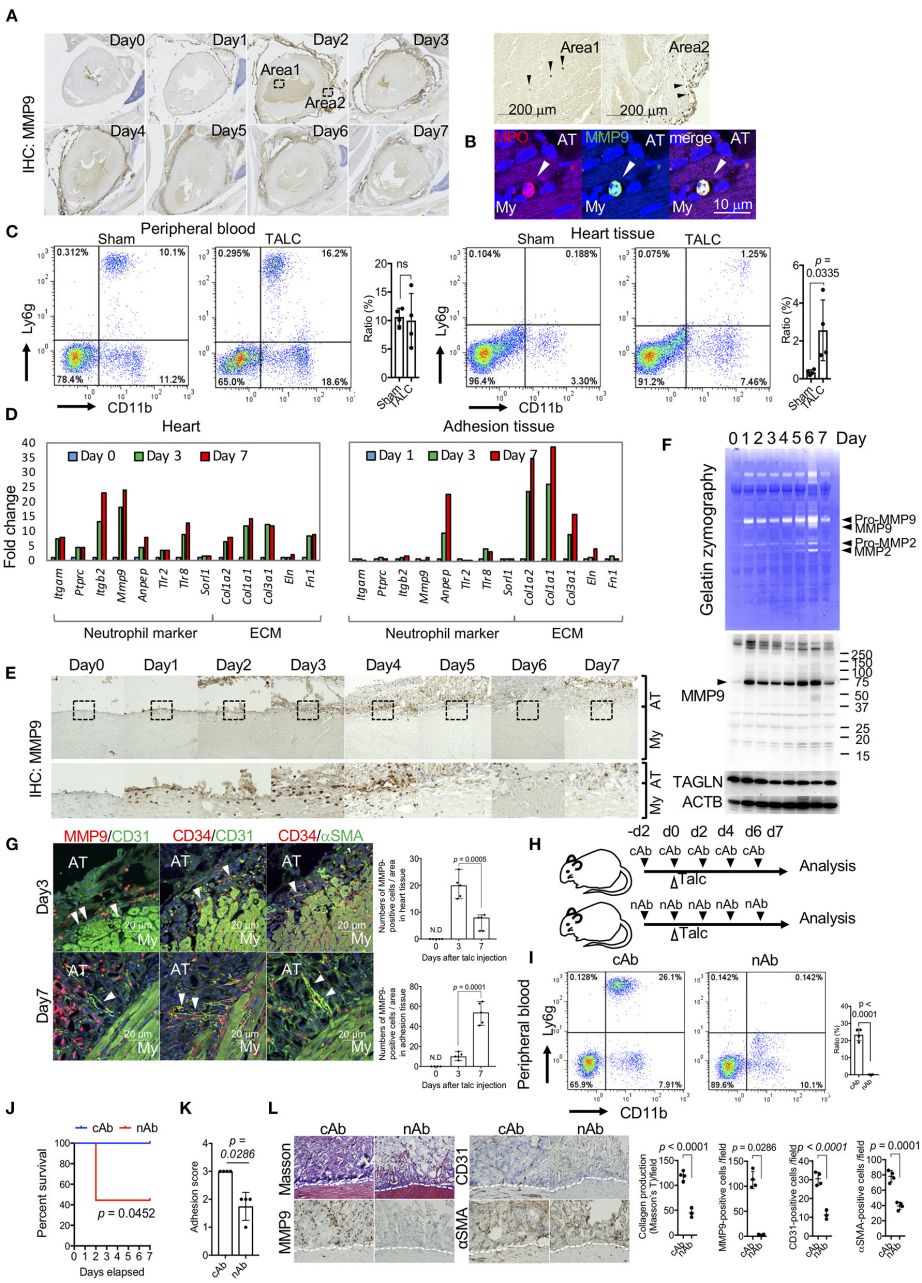
Matrix-metalloprotease-9 (MMP-9)-positive neutrophils on the surface of myocardial tissues is required for unique angiogenesis. **(A)** Whole heart view after immunohistochemistry (IHC) using anti-MMP9 antibodies. The right panels include magnified images (areas 1 and 2) of areas surrounded by broken lines in the left panels. Arrowheads indicate MMP9-positive cells in area 1 (surface of pericardial tissues) and area 2 (blood). **(B)** Immunofluorescence co-staining of MPO and MMP9 in the heart tissues of talc-injected mice on day 3. Arrowheads indicate MPO-positive cells. Scale bar = 10 μm. My, myocardium; AT, adhesion tissue. **(C)** Flow cytometric analyses of Ly6g^+^CD11b^+^ cell populations in the peripheral blood and heart tissue from sham or talc-injected mice (day 3). Right panel shows quantification of the Ly6g^+^CD11b^+^ population (%) in the sham and TALC groups. Data are presented as means ± SE. Statistical analyses were performed using a two-tailed *t*-test (parametric variables). **(D)** Left panel shows fold changes in mRNA expression of neutrophil markers and extracellular matrix of the heart (left) and adhesion (right) tissues on days 0 (blue), 3 (green), and 7 (red), calculated based on expression levels on day 0. **(E)** Temporal images of pericardial tissue surfaces stained with MMP9 antibody. The lower panels show magnified images of the areas surrounded by broken lines in the upper panels. My, myocardium; AT, adhesion tissue. **(F)** Gelatin zymography (*upper*) and western blot analyses for MMP9, TAGLN, and ACTB (*lower*) of tissue lysates from talc-injected mice within 7 days. **(G)** Immunofluorescence co-staining and analysis of MMP9, CD31, and αSMA in pericardial tissues on days 3 and 7. Arrowheads indicate blood vessels. Scale bar = 20 μm. Quantification of MMP9-positive cells in the heart and adhesion tissues on days 3 and 7 (n = 5). Data are presented as means ± SE. Statistical analyses were performed using a two-tailed *t*-test (parametric variables). **(H)** The administration schedule of anti-Ly6g neutralizing antibodies (nAb) or Isotype control antibodies (cAb). **(I)** Flow cytometric analyses of Ly6g^+^CD11b^+^ cell populations in the peripheral blood from the talc-injected mice with cAb or nAb treatments (day 3). Bar graph shows quantitative data of Ly6g^+^CD11b^+^ cells in cAb and nAb groups. Data are presented as means ± SE. Statistical analyses were performed using a two-tailed *t*-test (parametric variables). **(J)** Kaplan-Meier curves of cAb- (blue, *n* = 5) and nAb-treated (red, *n* = 9) mice within seven days after talc injections. Statistical analyses were performed using the Gehan-Breslow-Wilcoxon test. **(K)** Adhesion scores in the cAb- and nAb-treated mice on day 7 (*n* = 4). Data are presented as means ± SE. Mann-Whitney *U* (non-parametric variables). **(L)** Representative Masson's trichome (left), immunohistochemical staining for αSMA, CD31, and MMP9 (middle), and quantitative data of histology (right) in the cAb- and nAb-treated mice on day 7. My, myocardium; AT, adhesion tissue. Data are presented as means ± SE.; Statistical analyses were performed using a two-tailed *t*-test (parametric variables) for collagen production, IHC for CD31 and αSMA and Mann-Whitney *U* (nonparametric variables) for IHC for MMP9.

### MMP, PI3K, and SMAD Signaling-Dependent Angiogenic Sprouting Is Essential for Adhesion Formation

To identify the critical cell signaling responsible for angiogenic sprouting, we focused on the PI3k/ERK and TGF-β/SMAD signaling, respectively known as master regulators of cell growth and fibrosis. Phosphorylated ERK- and SMAD2/3-positive cells were observed in the heart tissues of talc-treated mice, but not sham groups (Figure 7A). The fluorescence signals derived from phospho-ERK and SMADs were specifically detected in the CD31 or αSMA-positive sprouting vessels (Figure 7B). Compared to sham groups, the numbers of phospho-ERK and SMAD-positive sprouting vessels were significantly increased in talc-treated mice compared to sham groups (Figure 7C). To elucidate whether ERK or SMAD signaling is critical for angiogenic sprouting, talc-injected mice were treated with MEK/ERK inhibitor (PD98059) or TGF-β/SMAD inhibitor (SB431542). However, there was no difference between inhibitor and vehicle groups (Supplementary Figure 6). Our RNA-seq data also showed activation of PI3K/Akt, a master regulator of positive regulation of cell cycle and cell survival, in cardiac tissues (Figure 4A). In addition, MMP9, a powerful activator of TGF-β/SMAD signaling, was produced during angiogenic sprouting (Figure 6). 

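The PI3K genes that were higher in heart were those of leukocytes. Pik3cd, the catalytic subunit gene of leukocytes (mm10 chromosome 4, 149649168 to 149701629), was 3.7-fold (2.16 to 6.68) higher at day 3 than at day 0 and 3.67-fold (2.14 to 6.64) at day 7. Pik3r5, a regulatory subunit gene of the leukocyte enzyme (chromosome 11, 68432125 to 68497846), was 6.84-fold (2.93 to 19.6) and 8.95-fold (3.89 to 25.3) higher. Pik3cg was 2.29-fold (1.11 to 5.06) and 2.68-fold (1.32 to 5.86) higher. The widely expressed Pik3r1 was 1.55-fold (1.37 to 1.75) lower at day 3. Of 19 core genes of PI3K-Akt signaling, 2 were over 3-fold higher at each day and 0 lower. The median log2 ratios of the 19 genes were -0.18 and 0.01. Laminin genes, which feed the pathway through integrins, had 1 of 10 lower at each day and 0 higher. Transcript levels do not measure the phosphorylation of Akt, and the pathway as a whole was not tested here.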

Based on these data, we hypothesized that not only PI3k/ERK and TGF-β/SMAD signals but also MMP and PIk3/Akt signals might be essential for angiogenic sprouting during adhesions (Figure 7D). To address our idea, we treated the adhesion-induced mice with inhibitor mixtures (PD98059, SB431542, LY294002, and Marimastat) every 2 days (Figure 7E). As shown in Figure 7F, inhibitor mixture-treated mice exhibited a noticeable reduction of adhesion formation on the surface of heart tissues in the gross levels, although a dramatic change was not seen in groups of mice treated with a single inhibitor (Supplementary Figure 6). Adhesion score also significantly decreased when treated with the inhibitor mixture (*p* = 0.0006) (Figure 7G). Additionally, collagen productions on the heart surface and the number of αSMA and CD31-positive sprouting vessels were significantly decreased by the inhibitor mixture treatment (Figures 7H,I). Finally, to clarify the importance of PI3k/ERK and TGF-β/SMAD/MMP axes, adhesion-induced mice were treated with two-inhibitor cocktails (LY294002+ PD98059 and Marimastat+SB431542) every 2 days. The mixture of LY294002 and PD98059 significantly decreased adhesion scores, while treatment with a mixture of Marimastat and SB431542 tended to decrease the adhesion score (Figure 7J). Histological investigations revealed that both cocktails inhibited collagen production and angiogenic sprouting (Figure 7K). These data indicate that MMP9/TGF-β/SMAD and PI3K/ERK signaling activations are critical for angiogenic sprouting, followed by pericardial adhesions.

**Figure 7:**
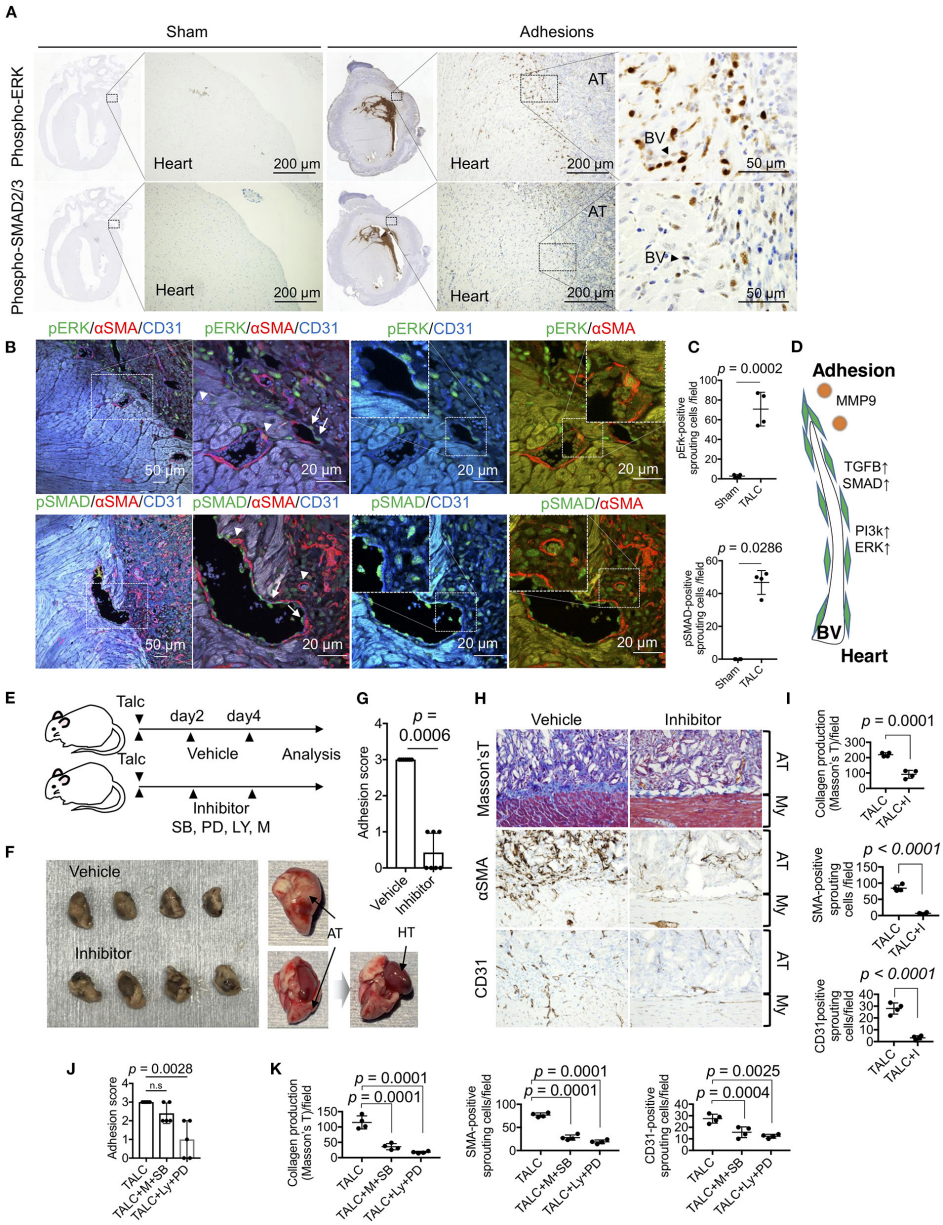
Sprouting vessel-specific cell signaling is required for adhesion formation. **(A)** Immunohistochemical (IHC) staining for phospho-ERK (pERK) and phosoho-SMAD2/3 (pSMAD) in the whole heart tissues from the sham group and talc injection group. (Scale bar = 200 μm). The areas surrounded by broken lines indicate magnified images. (Scale bar = 50 μm). AT, adhesion tissue; BV, blood vessel. **(B)** Tissue localization of pERK and pSMAD-positive endothelial cells and myofibroblasts within the sprouting vessels and adhesion tissues (Scale bar = 50 μm). The areas surrounded by broken lines indicate magnified images. (Scale bar = 20 μm) The arrowheads and arrows indicate pERK-positive myofibroblasts and pERK-positive endothelial cells within the sprouting vessels and adhesion tissues. **(C)** Quantitative analysis of pERK- and pSMAD-positive sprouting cells between myocardium and adhesion tissues (*n* = 4). Data are presented as means ± SE. Statistical analyses were performed using a two-tailed *t*-test (parametric variables) for IHC for pErk and Mann-Whitney *U* (non-parametric variables) for IHC for pSMAD. **(D)** Diagram depicting the molecular mechanism of angiogenic sprouting from the myocardium to adhesion tissues. BV, blood vessel. **(E)** The administration schedule of chemical inhibitors for pericardial adhesion mice. Chemical compounds (mixtures of SB: SB431542; PD: PD98059; LY: LY294002; M: Marimastat) were administered every 2 days for 6 days. **(F)** Excised hearts of vehicle- and inhibitor-treated group. Right panels show unfixed excised heart tissue. Inhibitor-treated heart tissues were easily divided from the pericardium. Arrows indicate adhesion tissues and heart tissues. AT, adhesion tissue; HT, heart tissue. **(G)** Adhesion scores of the excised heart tissues from vehicle- and inhibitor-treated groups (*n* = 7). Data are presented as means ± SE. Statistical analyses were performed using Mann-Whitney *U* (non-parametric variables) **(H)** Masson's trichome and immunohistochemical staining for αSMA and CD31 of vehicle- and inhibitor-treated groups (Bar = 50 μm). My, myocardium; AT, adhesion tissue. **(I)** The quantifications of collagen productions stained by blue, αSMA- and CD31-positive sprouting cells in the pericardial cavity from vehicle- and inhibitor-treated groups (*n* = 4). Statistical analyses were performed using unpaired Student's *t*-test. **(J)** Adhesion scores of the excised heart tissues from vehicle-, combination of M+SB-, and LY+PD-treated groups (*n* = 5). Data are presented as means ± SE. Statistical analyses were performed using Kruskal-Wallis test with Dunn's multiple comparison test (non-parametric variables). **(K)** The quantifications of collagen productions stained by blue, αSMA- and CD31-positive sprouting cells in the pericardial cavity from vehicle-, combination of M+SB-, and LY+PD-treated groups (*n* = 5). Data are presented as means ± SE. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test (parametric variables).

## Discussion

Several prevention methods have been developed for post-operative pericardial adhesions based on the observations in humans and animal models that bleeding, inflammation, and fibrosis are involved in the adhesion process (24). However, time-course histological assessments have not been conducted with quantification and molecular profiling during adhesion formation. Our murine model enabled the visualization of the adhesion process in the pericardial cavity (Figure 8) and helped elucidate its molecular mechanism using genetic modification technology. We observed the recruitment of neutrophils to the epicardial surface after the induction of pericardial injury, followed by remarkable vascular malformation with myofibroblast coverage from myocardial tissues during adhesion formation, contributing to fibrosis and blood supply into the pericardial space via the new blood vessels generated therein. The adhesions, separated by a fibrous layer from myocardium tissues, remained for at least 6 months in the pericardial regions (Supplementary Figure 7). The adhesions shared similar features with those of the autopsied patient in terms of the existence of rich blood vessels, the disappearance of myofibroblasts in the adhesion tissues, and adipose tissues formation around myocardial tissues (Figures 3E-G). Our murine model exhibited signs of multiple inflammatory reactions, such as epicardial injury, bleeding, and fibrosis, similar to those reported in previous studies conducted with humans or other animal models (24, 25). Thus, we demonstrated that the murine one-shot injection model was a powerful tool for investigating the molecular mechanism underlying pericardial adhesion formation.

**Figure 8:**
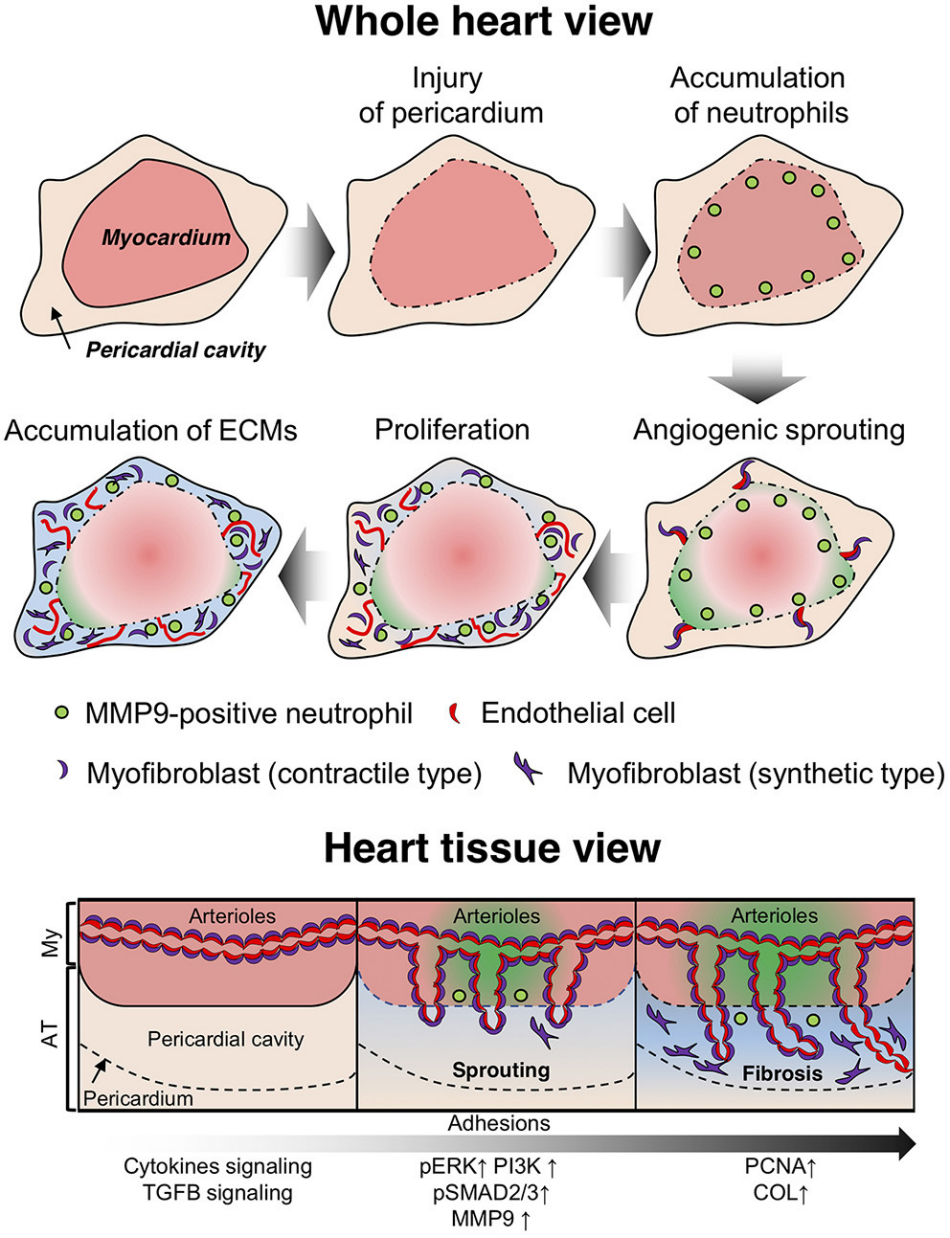
Diagram depicting the molecular mechanism of adhesion formation in the pericardial cavity. After infliction of epicardial injury, several types of immune cells (including neutrophils) accumulate on the surface of heart tissues to enable tissue remodeling via secretion of proteolytic enzymes. Arterioles and capillaries in the heart are excessively sprouted into the pericardial space. Then, smooth muscle cells with a contractile phenotype transition to a hyperproliferative and synthetic phenotype, which potentially contribute to fibrosis via production of extracellular matrix (ECM) proteins. The endothelial cells in the arterioles also exhibit a hyperproliferative phenotype and promote neovascularization in adhesion tissues (whole heart view). Arterial angiogenic sprouting occurs by maintaining vascular coverage with myofibroblasts (heart tissue view).

Angiogenic development has been well characterized using a retinal model of angiogenesis in mice (10–13). These studies have shown that VEGF-A, a prime inducer of angiogenesis, guides endothelial cell migration toward peripheral regions, followed by vascular remodeling, such as arterialization. During the maturation and vein remodeling process, VSMCs are intensively recruited while the abundance of proliferative endothelial cells is subsequently decreased (13). Nevertheless, angiogenic processes during pericardial adhesion significantly differ from those observed during the developmental stage. Proliferative endothelial cells observed during sprouting were constantly wrapped by αSMA-positive cells, and red blood cells were contained in the vessels (Figure 2). Additionally, myofibroblasts located at the forefront of sprouting vessels played a crucial role as the leading cells of angiogenic sprouting (Figure 3B). Evidence of the generation of new blood vessels with αSMA-positive cells coverage in myocardial tissues has been recently reported, and αSMA-positive arterioles were discovered in newly formed vascular networks (26). αSMA-positive arterioles were also observed in skeletal muscles and heart tissues of mice with adeno-associated virus-mediated VEGF overexpression (27). The authors reported that VEGF-induced formation of new arterioles in the heart occurred to a lesser extent than in skeletal muscle. However, whether myofibroblasts covered the newly formed blood vessels following angiogenesis or whether vessel formation occurred via association between endothelial cells and myofibroblasts remains to be determined. Based on time-course experiments, our histological data demonstrated the occurrence of αSMA-positive cells-guided vascular formation along with red blood cell contents (Figure 2). Tracing analyses using endothelial cell-specific EGFP-expressing mice also revealed that endothelial-mesenchymal transition rarely occurred within 7 days, and each proliferated cell migrated into adhesion tissues (Figure 3). These results suggest that maintaining the vascular lumen structures of the arterioles may be essential for pathological neovascularization to avoid severe hypoxia during tissue repair, and direct recruitment of αSMA-positive cells from arterioles in myocardial tissues may be efficient for immediate adhesion formation.

The transition of VSMCs from the contractile to the synthetic phenotype, which exhibits high proliferative/migrative activities and overexpression of extracellular matrix-associated proteins, has been well characterized in neointimal formation during atherosclerosis (28). Multiple studies using lineage-tracing and gene expression analyses have demonstrated that plaque cells originating from dedifferentiated VSMCs are characterized by downregulated expression of *MYOCD, ACTA2, Tpm1, Tagln, Cnn1, ltga7, Des*, and *MYH11*, and upregulated expression of *Vim, Myh9, CD44, MMP3*, and *collagen*, which contribute to the development of vascular fibrosis *via* promotion of conversion to the synthetic phenotype (28–32). Additionally, TGF-β signaling is an essential regulator of VSMC dedifferentiation (33). Both our histological and RNA sequencing analyses demonstrated the conversion of VSMCs in the arteriole to proliferative myofibroblasts (Figure 5), downregulated expression of contractile marker genes, and upregulated expression of synthetic marker genes, as well as *TGFB1* and *TGFB-induced (TGFBI)* expression (Supplementary Figures 8A,B) and SMAD2/3 activation (Figure 7) in heart tissues during adhesion formation. 

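Contractile genes of smooth muscle were modestly lower in heart after day 0. Myh11, the smooth muscle myosin gene (mm10 chromosome 16, 14194527 to 14291408), was 2.15-fold (1.77 to 2.61) lower at day 3 and 1.94-fold (1.6 to 2.35) at day 7. Acta2, the smooth muscle actin gene (chromosome 19, 34240336 to 34255373), was 1.53-fold (1.28 to 1.83) and 1.82-fold (1.51 to 2.2) lower, and Tagln (chromosome 9, 45929628 to 45936058) 2.33-fold (1.71 to 3.21) and 1.82-fold (1.36 to 2.45), with exon bases shared by a gene on the opposite strand. Cnn1, a calponin gene (chromosome 9, 22099253 to 22109221), had 17, 5 and 4 reads, 4.06-fold (1.44 to 14.1) and 4.91-fold (1.6 to 20) lower. Of the paper's 8 contractile genes, 1 was over 3-fold lower at each day, and the median log2 ratios were -0.58 and -0.77. Itga7 was 1.06-fold (0.922 to 1.21) lower at day 3, and higher in CPM. Cardiomyocyte genes had medians of -0.54 and -0.32 in the same libraries. Tgfb1, the gene of the growth factor TGF-beta 1 (chromosome 7, 25687002 to 25704996), was 1.4-fold (0.94 to 2.1) and 1.75-fold (1.2 to 2.6) higher. Tgfbi, its induced matrix gene (chromosome 13, 56609603 to 56639339), was 3.39-fold (2.59 to 4.49) and 2.32-fold (1.75 to 3.11) higher. For Tgfb1 and Tgfbi the paper also gives quantitative PCR in replicate samples, against 1 library per condition here. The paper reports, from its histology and sequencing, that vascular smooth muscle cells of arterioles turn into proliferating myofibroblasts. It lists lower contractile genes, higher synthetic genes and SMAD activation beside this.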

Western blotting also confirmed that activation of SMAD2 in murine endothelial cells was induced by exposure to lysates from adhesion tissue (Supplementary Figure 8C). Proliferative αSMA-positive mural cells stained with anti-PCNA and -Ki67 antibodies were observed in the sprouting vessels from heart tissues to adhesion. These results suggest that analogical signaling and pathology exist between atherosclerosis and pericardial adhesions, and TGF-β-induced acquisition of the VSMC synthetic phenotype may also be essential for fibrosis in the pericardial cavity.

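Cytokine families stood at higher levels in the adhesion libraries than in the heart libraries, in CPM, a comparison that was not tested because the tissues were scaled separately. The Ccl genes together stood at 2394, 2112 and 859.8 CPM in adhesion tissue at days 1, 3 and 7 and at 50.79, 192.8 and 171 in heart at days 0, 3 and 7. The Cxcl genes stood at 1644, 982.7 and 1067 in adhesion tissue and at 229.4, 527.5 and 403.1 in heart. For interleukins the levels were 840.2, 393 and 341.5 against 49.62, 116.5 and 103.9, and for the TNF family 174.8, 115.1 and 139.3 against 31.52, 46.95 and 52.25. Tnf, the tumor necrosis factor gene (mm10 chromosome 17, 35199391 to 35201996), had 146, 40 and 62 adhesion reads, 3.27-fold (2.29 to 4.76) lower at day 3 and 2.37-fold (1.75 to 3.24) at day 7. Summed Ccl reads in adhesion tissue were 2.72-fold (2.57 to 2.88) lower at day 7 than at day 1. Cxcl12, a stromal attractant gene, was 1.98-fold (1.78 to 2.21) higher at day 7, and Cxcl16 3.36-fold (2.44 to 4.7). Tnfsf12, the gene of the cytokine TWEAK, was 4.26-fold (2.42 to 7.91) and 4.91-fold (2.84 to 9) higher at days 3 and 7, although it shares exons with a longer gene on its strand.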

Comprehensive gene expression analysis also revealed that multiple cytokine signaling pathway-related genes that exhibit potential activities for enabling transition into the synthetic type, such as *CCL, CXCL, IL*, and the *TNF* family, were markedly enriched in the adhesions. Additionally, MMPs, including MMP9 and MMP2, known as a potent inducer of angiogenesis (34, 35) and activator of TGF-β (36), were overexpressed in heart tissues at the pre-angiogenic stages (Figure 6 and Supplementary Figure 9). However, the expression of VEGF families remained unchanged in both myocardial and adhesion tissues within 7 days of induction (Supplementary Figure 10). 

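Mmp2, the gelatinase gene of stromal cells (mm10 chromosome 8, 92827328 to 92853420), was 1.32-fold (1.08 to 1.63) higher in heart at day 3 than at day 0 and 2-fold (1.65 to 2.44) at day 7. In adhesion tissue Mmp2 was 2.5-fold (1.95 to 3.24) higher at day 3 and 8.46-fold (6.8 to 10.6) at day 7. Mmp19 (chromosome 10, 128790910 to 128800824), which shares exon bases with a gene on the opposite strand, was 10.3-fold (4.53 to 29.1) and 10.8-fold (4.75 to 30.4) higher in heart. Timp1, the gene of a metalloproteinase inhibitor (chromosome X, 20870166 to 20874737), was 36-fold (12.1 to 177) higher in heart at day 3. Of the study's 5 Mmp genes, 4 were over 3-fold higher in heart at each later day, with median log2 ratios of 3.20 and 3.27, and 1 and 3 in adhesion tissue.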

We successfully identified ERK and SMAD signaling as the driving force for cardiac angiogenic sprouting (Figure 7). The rescue experiments using chemical inhibitors confirmed that MMP/TGF-β/SMAD and PI3K signaling are essential for unique angiogenic sprouting. Indeed, several studies have demonstrated that four chemical inhibitors effectively abrogate ectopic overgrowth and transition into the synthetic type of VSMCs (37–46). Additionally, we found that the accumulation of MMP9-positive neutrophils at early stages was required for mouse survival following angiogenesis and fibrosis, suggesting that MMP9-positive cells may play dual roles as tissue protectors against acute pericarditis as well as angiogenic inducers. Our data suggest that atherosclerosis-related proliferation and recruitment of VSMCs and endothelial cells derived from arterioles in heart tissue play crucial roles in the adhesion formation on the injured epicardium.

The current study has several limitations. Solid live-imaging data of the angiogenic process during adhesion formation using multiphoton excitation fluorescence microscopy will be needed to establish a complete story for angiogenesis from the heart to adhesion tissues. Further investigations focusing on signal transduction of sprouting vessels are warranted to identify critical factors that regulate adhesion-related unique angiogenesis and the role of neutrophils in mouse survival during adhesions. We will further demonstrate the importance of angiogenesis in pericardial adhesion using angiogenic activity-deficient mice or smooth muscle cell-deletion mice. Our novel findings regarding unique vascular formations from heart tissues will help develop therapeutic options for pericardial adhesions, as well as for treatments of ischemic heart diseases, such as myocardial regeneration, which require the provision of oxygen and nutrition via new blood vessels.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI [accession: GSE182735].

## Ethics Statement

The studies involving human participants were reviewed and approved by Ehime University Internal Review Board (protocol no.2105012). Informed consent for participation was obtained based on the opt-out principle, as approved by the Ehime University Internal Review Board. The animal study was reviewed and approved by Ehime University Animal Care Committee (Project number: 05-RO-7-1 and 05-RO-42).

## Author Contributions

KN and TS wrote the manuscript. HI, KN, and TS designed the study. KK, KN, MK, TS, and YKo conducted the experiments and acquired the data. FS, HI, JM, KK, KN, MK, MO, TN, HK, NO, SH, TS, YKo, and YKu analyzed the data and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Grants-in-Aid for Scientific Research (grant no.18K16396 to KN) from the Ministry of Education, Culture, Sports, Science and Technology, Japan.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

VSMC: vascular smooth muscle cell
VEGF: vascular endothelial growth factor
TGFB: transforming growth factor B
EGFP: enhanced green fluorescent protein
αSMA: alpha smooth muscle actin
PCNA: proliferating cell nuclear antigen
MMP: matrix metalloproteinase
GFP: green fluorescent protein
FGB: fibrinogen beta chain
HE: hematoxylin eosin
PBS: phosphate-buffered saline
HRP: horseradish peroxidase
DAB: diaminobenzidine
DAVID, Database for Annotation: Visualization and Integrated Discovery
KEGG: Kyoto Encyclopedia of Gene and Genomes
GO: Gene Ontology
Itgam: integrin subunit alpha M
Ptprc: protein tyrosine phosphatase receptor type C
Itgb2: integrin subunit beta 2
Anpep: alanyl aminopeptidase
Tlr2: toll-like receptor 2
Tlr8: toll-like receptor 8
Sorl1: sortilin-related receptor 1
Col1a2: collagen type 1 alpha 2 chain
Col1a1: collagen type 1 alpha 2 chain
Col3a1: collagen type 3 alpha 1 chain
MYOCD: myocardin
ACTA2: actin alpha 2
Tpm1: tropomyosin alpha-1 chain
Tagln: transgelin
Cnn1: calponin 1
itga7: integrin subunit alpha 7
Des, desmin, MYH11: myosin heavy chain 11
Vim: vimentin
Myh9: myosin heavy chain 9
TGFBI: transforming growth factor-beta induced
CCL: chemokine (C-C motif) chemokine ligand
CXCL: chemokine (C-X-C motif) chemokine ligand
IL: interleukin
TNF: tumor necrosis factor
IHC: immunohistochemistry
ECM: extracellular matrix.

## References

[1] LucianiNAnselmiADe GeestRMartinelliLPerisanoMPossatiG. Extracorporeal circulation by peripheral cannulation before redo sternotomy: indications and results. J Thorac Cardiovasc Surg. (2008) 136:572–7. 10.1016/j.jtcvs.2008.02.07118805254

[2] RoselliEEPetterssonGBBlackstoneEHBrizzioMEHoughtalingPLHauckR. Adverse events during reoperative cardiac surgery: frequency, characterization, and rescue. J Thorac Cardiovasc Surg. (2008) 135:316–23, 323.e1–6. 10.1016/j.jtcvs.2007.08.06018242260

[3] SongRZhangL. Cardiac ECM: Its epigenetic regulation and role in heart development and repair. Int J Mol Sci. (2020) 21:1–20. 10.3390/ijms2122861033203135PMC7698074

[4] MutsaersSE. The mesothelial cell. Int J Biochem Cell Biol. (2004) 36:9–16. 10.1016/S1357-2725(03)00242-514592528

[5] FischerAKoopmansTRameshPChristSStrunzMWannemacherJ. Post-surgical adhesions are triggered by calcium-dependent membrane bridges between mesothelial surfaces. Nat Commun. (2020) 11:3068. 10.1038/s41467-020-16893-332555155PMC7299976

[6] NkereUUWhawellSASarrafCESchofieldJBThompsonJNTaylorKM. Perioperative histologic and ultrastructural changes in the pericardium and adhesions. Ann Thorac Surg. (1994) 58:437–44. 10.1016/0003-4975(94)92224-18067846

[7] LeakLVFerransVJCohenSREidboEEJonesM. Animal model of acute pericarditis and its progression to pericardial fibrosis and adhesions: ultrastructural studies. Am J Anat. (1987) 180:373–90. 10.1002/aja.10018004083425565

[8] IshiharaTFerransVJJonesMBoyceSWKawanamiORobertsWC. Histologic and ultrastructural features of normal human parietal pericardium. Am J Cardiol. (1980) 46:744–53. 10.1016/0002-9149(80)90424-57435384

[9] FolkmanJ. Seminars in Medicine of the Beth Israel Hospital, Boston. Clinical applications of research on angiogenesis. N Engl J Med. (1995) 333:1757–63. 10.1056/NEJM1995122833326087491141

[10] StahlAConnorKMSapiehaPChenJDennisonRJKrahNM. The mouse retina as an angiogenesis model. Invest Ophthalmol Vis Sci. (2010) 51:2813–26. 10.1167/iovs.10-517620484600PMC2891451

[11] OkabeKKobayashiSYamadaTKuriharaTTai-NagaraIMiyamotoT. Neurons limit angiogenesis by titrating VEGF in retina. Cell. (2014) 159:584–96. 10.1016/j.cell.2014.09.02525417109

[12] SakaueTMaekawaMNakayamaHHigashiyamaS. Prospect of divergent roles for the CUL3 system in vascular endothelial cell function and angiogenesis. J Biochem. (2017) 162:237–45. 10.1093/jb/mvx05128981750

[13] EhlingMAdamsSBeneditoRAdamsRH. Notch controls retinal blood vessel maturation and quiescence. Development. (2013) 140:3051–61. 10.1242/dev.09335123785053

[14] HolmdahlLIvarssonML. The role of cytokines, coagulation, and fibrinolysis in peritoneal tissue repair. Eur J Surg. (1999) 165:1012–9. 10.1080/11024159975000781010595602

[15] SchnaperHWHayashidaTHubchakSCPonceletA-C. TGF-β signal transduction and mesangial cell fibrogenesis. Am J Physiol Physiol. (2003) 284:F243–52. 10.1152/ajprenal.00300.200212529270

[16] ShuDYButcherESaint-GeniezM. EMT and EndMT: emerging roles in age-related macular degeneration. Int J Mol Sci. (2020) 21:4271. 10.3390/ijms2112427132560057PMC7349630

[17] PankuweitSWädlichAMeyerEPortigIHufnagelGMaischB. Cytokine activation in pericardial fluids in different forms of pericarditis. Herz. (2000) 25:748–54. 10.1007/PL0000199311200123

[18] ElmadhunNYSabeAALassalettaADDalalRSSellkeFW. Effects of alcohol on postoperative adhesion formation in ischemic myocardium and pericardium. Ann Thorac Surg. (2017) 104:545–52. 10.1016/j.athoracsur.2016.11.07528262301

[19] KojimaASakaueTOkazakiMShikataFKurataMImaiY. A simple mouse model of pericardial adhesions. J Cardiothorac Surg. (2019) 14:124. 10.1186/s13019-019-0940-931253183PMC6599257

[20] SaekiNImaiY. Reprogramming of synovial macrophage metabolism by synovial fibroblasts under inflammatory conditions. Cell Commun Signal. (2020) 18:188. 10.1186/s12964-020-00678-833256735PMC7708128

[21] LiPLuMShiJHuaLGongZLiQ. Dual roles of neutrophils in metastatic colonization are governed by the host NK cell status. Nat Commun. (2020) 11:4387. 10.1038/s41467-020-18125-032873795PMC7463263

[22] BochmannLSarathchandraPMoriFLara-PezziELazzaroDRosenthalN. Revealing new mouse epicardial cell markers through transcriptomics. PLoS ONE. (2010) 5:e11429. 10.1371/journal.pone.001142920596535PMC2893200

[23] BergersGBrekkenRMcMahonGVuTHItohTTamakiK. Matrix metalloproteinase-9 triggers the angiogenic switch during carcinogenesis. Nat Cell Biol. (2000) 2:737–44. 10.1038/3503637411025665PMC2852586

[24] CannataAPetrellaDRussoCFBruschiGFrattoPGambacortaM. Postsurgical intrapericardial adhesions: mechanisms of formation and prevention. Ann Thorac Surg. (2013) 95:1818–26. 10.1016/j.athoracsur.2012.11.02023566646

[25] RamasamyVMayosiBMSturrockEDNtsekheM. Established and novel pathophysiological mechanisms of pericardial injury and constrictive pericarditis. World J Cardiol. (2018) 10:87–96. 10.4330/wjc.v10.i9.8730344956PMC6189073

[26] MellyLCerinoGFrobertACookSGiraudMNCarrelT. Myocardial infarction stabilization by cell-based expression of controlled vascular endothelial growth factor levels. J Cell Mol Med. (2018) 22:2580–91. 10.1111/jcmm.1351129478261PMC5908097

[27] KocijanTRehmanMCollivaAGroppaELebanMVodretS. Genetic lineage tracing reveals poor angiogenic potential of cardiac endothelial cells. Cardiovasc Res. (2021) 117:256–70. 10.1093/cvr/cvaa01231999325PMC7797216

[28] BasatemurGLJørgensenHFClarkeMCHBennettMRMallatZ. Vascular smooth muscle cells in atherosclerosis. Nat Rev Cardiol. (2019) 16:727–44. 10.1038/s41569-019-0227-931243391

[29] BondarevaOSheikhBN. Vascular homeostasis and inflammation in health and disease-Lessons from single cell technologies. Int J Mol Sci. (2020) 21:4688. 10.3390/ijms2113468832630148PMC7369864

[30] RzucidloEMMartinKAPowellRJ. Regulation of vascular smooth muscle cell differentiation. J Vasc Surg. (2007) 45(Suppl A):A25–32. 10.1016/j.jvs.2007.03.00117544021

[31] WrightDBTrianTSiddiquiSPascoeCDJohnsonJRDekkersBGJ. Phenotype modulation of airway smooth muscle in asthma. Pulm Pharmacol Ther. (2013) 26:42–9. 10.1016/j.pupt.2012.08.00522939888

[32] ChaabaneCCoenMBochaton-PiallatM-L. Smooth muscle cell phenotypic switch: implications for foam cell formation. Curr Opin Lipidol. (2014) 25:374–9. 10.1097/MOL.000000000000011325110900

[33] ChenP-YQinLLiGTellidesGSimonsM. Fibroblast growth factor (FGF) signaling regulates transforming growth factor beta (TGFβ)-dependent smooth muscle cell phenotype modulation. Sci Rep. (2016) 6:33407. 10.1038/srep3340727634335PMC5025753

[34] NozawaHChiuCHanahanD. Infiltrating neutrophils mediate the initial angiogenic switch in a mouse model of multistage carcinogenesis. Proc Natl Acad Sci USA. (2006) 103:12493–8. 10.1073/pnas.060180710316891410PMC1531646

[35] ShojaeiFSinghMThompsonJDFerraraN. Role of Bv8 in neutrophil-dependent angiogenesis in a transgenic model of cancer progression. Proc Natl Acad Sci USA. (2008) 105:2640–5. 10.1073/pnas.071218510518268320PMC2268189

[36] KobayashiTKimHJLiuXSugiuraHKohyamaTFangQ. Matrix metalloproteinase-9 activates TGF-β and stimulates fibroblast contraction of collagen gels. Am J Physiol Lung Cell Mol Physiol. (2014) 306:L1006–15. 10.1152/ajplung.00015.201424705725PMC4042193

[37] HechtEFreiseCWebsky KVNasserHKretzschmarNStawowyP. The matrix metalloproteinases 2 and 9 initiate uraemic vascular calcifications. Nephrol Dial Transplant. (2016) 31:789–97. 10.1093/ndt/gfv32126333546

[38] SmiljanicKObradovicMJovanovicADjordjevicJDobutovicBJevremovicDMarcheP. Thrombin stimulates VSMC proliferation through an EGFR-dependent pathway: involvement of MMP-2. Mol Cell Biochem. (2014) 396:147–60. 10.1007/s11010-014-2151-y25047892

[39] WangCWenJZhouYLiLCuiXWangJ. Apelin induces vascular smooth muscle cells migration *via* a PI3K/Akt/FoxO3a/MMP-2 pathway. Int J Biochem Cell Biol. (2015) 69:173–82. 10.1016/j.biocel.2015.10.01526494002

[40] HaYMNamJ-OKangYJ. Pitavastatin regulates Ang II induced proliferation and migration *via* IGFBP-5 in VSMC. Korean J Physiol Pharmacol. (2015) 19:499–506. 10.4196/kjpp.2015.19.6.49926557016PMC4637352

[41] DadlaniHBallingerMLOsmanNGetachewRLittlePJ. Smad and p38 MAP kinase-mediated signaling of proteoglycan synthesis in vascular smooth muscle. J Biol Chem. (2008) 283:7844–52. 10.1074/jbc.M70312520018223258

[42] Numaga-TomitaTShimauchiTOdaSTanakaTNishiyamaKNishimuraA. TRPC6 regulates phenotypic switching of vascular smooth muscle cells through plasma membrane potential-dependent coupling with PTEN. FASEB J. (2019) 33:9785–96. 10.1096/fj.201802811R31162976PMC6704458

[43] TakahashiMHayashiKYoshidaKOhkawaYKomurasakiTKitabatakeA. Epiregulin as a major autocrine/paracrine factor released from ERK- and p38MAPK-activated vascular smooth muscle cells. Circulation. (2003) 108:2524–9. 10.1161/01.CIR.0000096482.02567.8C14581411

[44] BlancAPandeyNRSrivastavaAK. Synchronous activation of ERK 1/2, p38mapk and PKB/Akt signaling by H2O2 in vascular smooth muscle cells: potential involvement in vascular disease (review). Int J Mol Med. (2003) 11:229–34. 10.3892/ijmm.11.2.22912525883

[45] YuH-WLiuQ-FLiuG-N. Positive regulation of the Egr-1/osteopontin positive feedback loop in rat vascular smooth muscle cells by TGF-beta, ERK, JNK, and p38 MAPK signaling. Biochem Biophys Res Commun. (2010) 396:451–6. 10.1016/j.bbrc.2010.04.11520417179

[46] EguchiSDempseyPJFrankGDMotleyEDInagamiT. Activation of MAPKs by angiotensin II in vascular smooth muscle cells. Metalloprotease-dependent EGF receptor activation is required for activation of ERK and p38 MAPK but not for JNK. J Biol Chem. (2001) 276:7957–62. 10.1074/jbc.M008570200 11116149

# Supplementary material for: Unique Angiogenesis From Cardiac Arterioles During Pericardial Adhesion Formation
**Source:** Front Cardiovasc Med. 2022 Feb 3;8:761591. doi: 10.3389/fcvm.2021.761591
**Supplement:** Supplementary file 1

***Supplementary Material***

**Supplementary Figures and Tables**

**
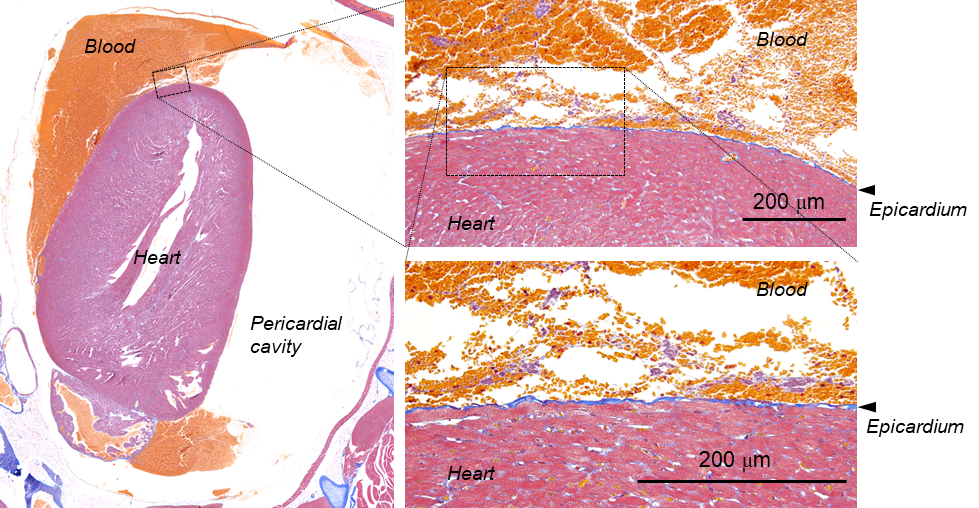
**

**Supplemental Figure 1. Histological analysis of the pericardial bleeding model in mice.**

Anesthesia and laparotomy were performed as per the methods described in the main text. Blood (300 µL) without anticoagulants collected from donor mice was injected into the pericardial cavity. The chest cavity was excised after the third hour and subjected to fixation with neutral buffered formalin. Masson’s trichrome staining was performed as per the methods described in the main text. Sagittal images of the chest cavity were acquired using the Keyence BZ-x800 microscope (*left panel*). The area surrounded by broken lines in the left panel was enlarged (*right upper panel*: x200 and *right lower panel*: x400). The arrowheads indicate the epicardium. Scale bar = 200 μm.

**Supplemental Figure 2. Maps illustrating the cytokine signaling pathways in heart or adhesion tissues on day 7 after talc injection.** Upregulated (>3 fold) and downregulated (<3-fold) expression of genes based on Mi-Seq RNA analysis was used for cytokine signaling analysis using the DAVID bioinformatics tool. Gene names labeled with red stars indicate enriched genes in the heart (*upper panel*) and adhesion (*lower panel*) tissues, identified using the Kyoto Encyclopedia of Genes and Genome (KEGG) database.

Heart day 7 cytokine

Adhesion tissue day 7 cytokine

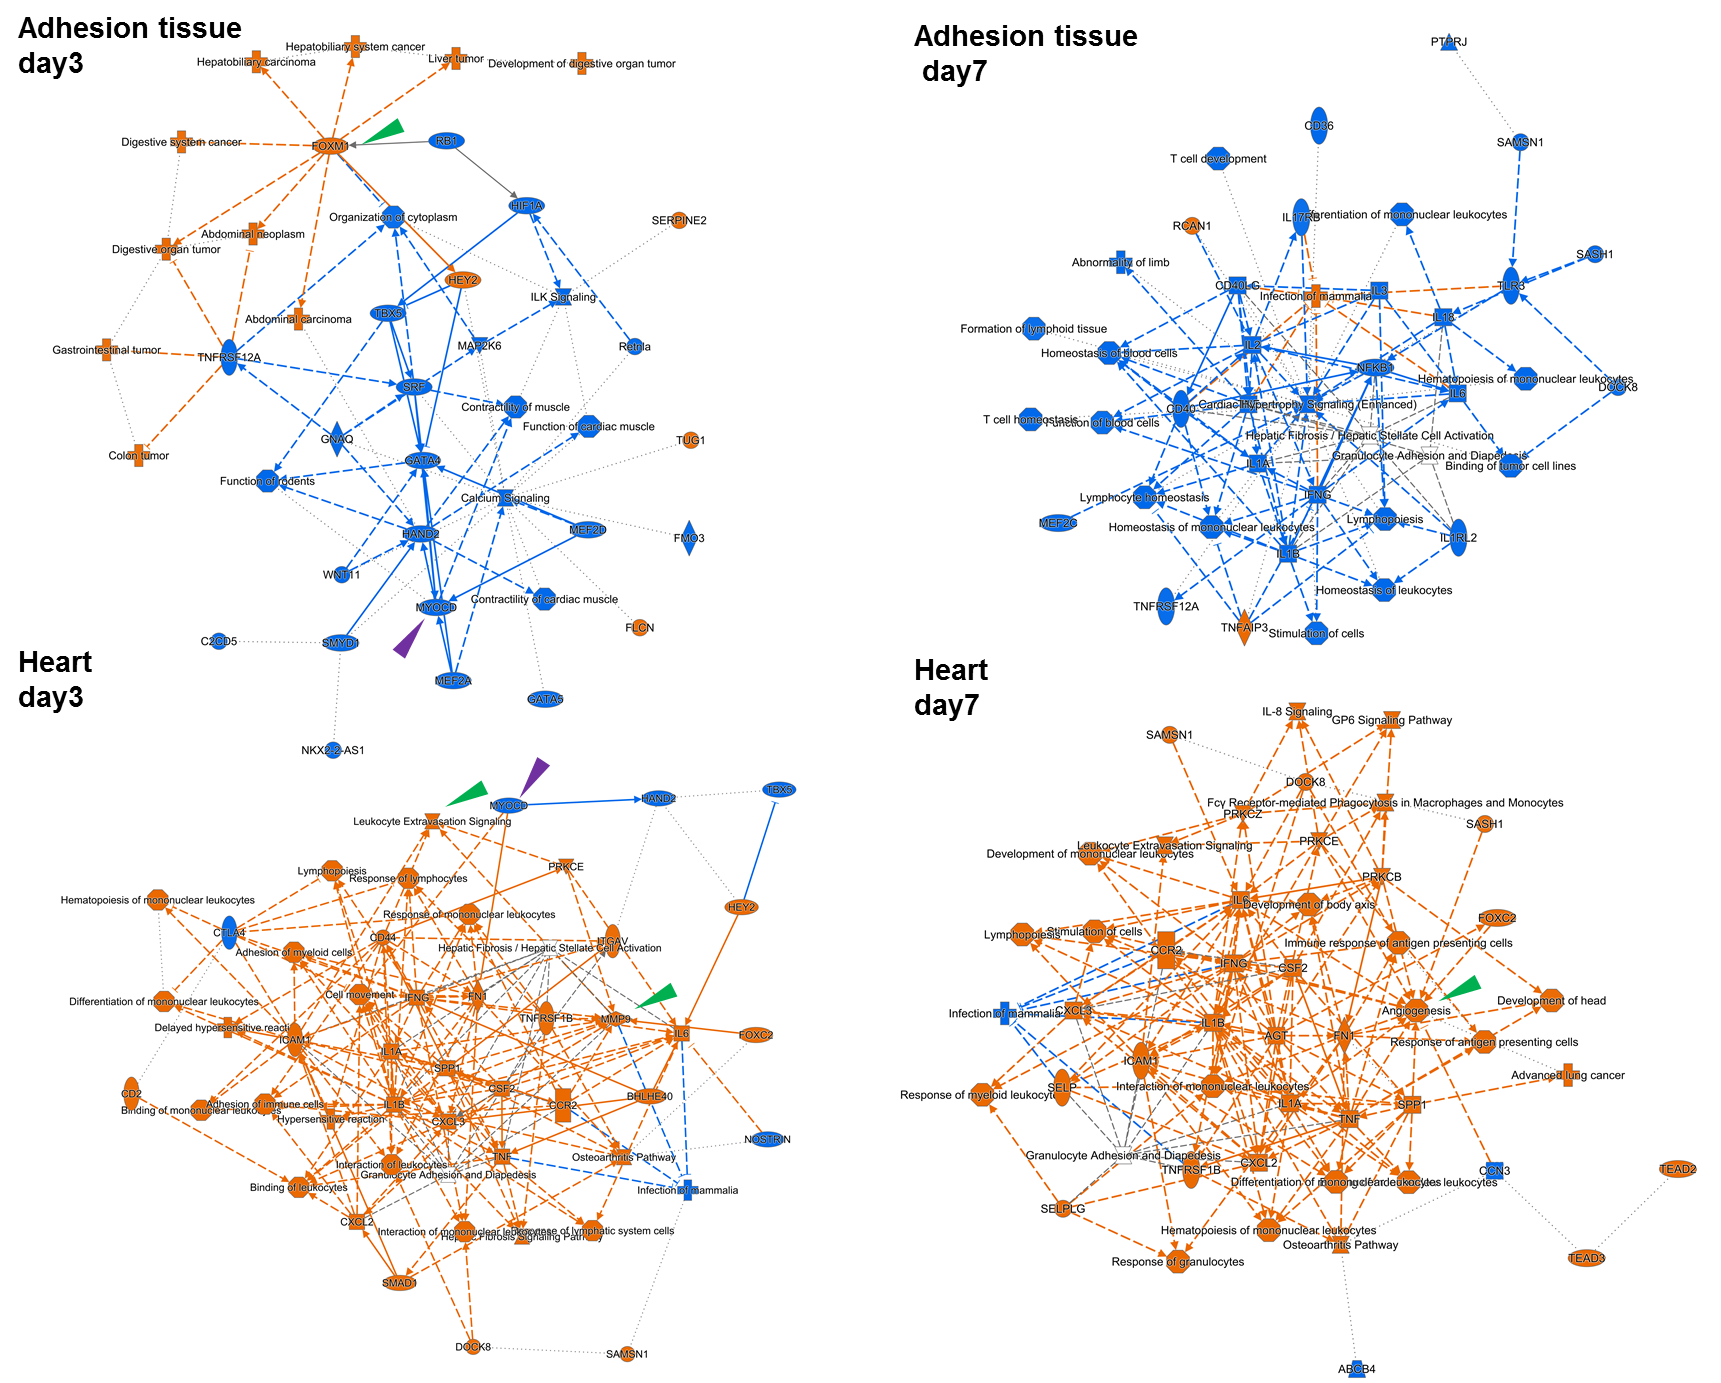

**Supplemental Figure 3. Graphical representation of signaling maps in the heart and adhesion tissue on days 3 and 7 after talc injection.** Upregulated and downregulated expression of genes (Cutoff range.; 0.3 up and -0.3 down for Log Ratio) based on Mi-Seq RNA analysis was used for IPA signaling analysis (IPA software version 01-19-02 (Qiagen Bioinformatics)). Signal names indicated with the purple arrowhead shows the common downregulated pathway. Signal names indicated with green arrowheads show the heart-specific activated pathways.

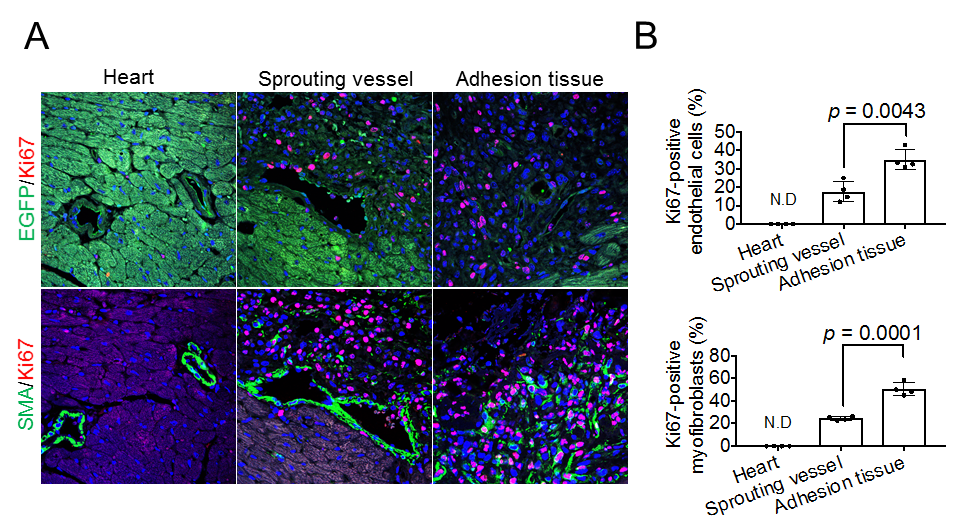

**Supplemental Figure 4. Evaluations of Ki67-positive proliferative endothelial cells and αsmooth muscle cells during adhesion formation.** A. Tissue localization of Ki67-positive endothelial and myofibroblastic cells in the heart, sprouting vessels, and adhesion tissue. Deparafinized talc-injected heart samples on day 7 were co-incubated with anti-Ki67 (Cell signaling., catalog no. 12202., 1:400 dilution) and anti-GFP (Nacalai Tesque., Kyoto., Japan. Catalog no. 04363-24., 1:400 dilution) or αSMA (abcam., catalog no. ab270251., 1:400 dilution) antibodies, overnight. After washing, Alexa Fluor 488-conjugated goat anti-mouse IgG (1:1,000)/Alexa Fluor 568-conjugated goat anti-rabbit IgG (1:1,000) were probed for two hours, followed by staining with Hoechst 33342. Fluorescence images were taken using an A1 confocal laser microscope (Nikon Co., Tokyo, Japan). B. Quantifications of Ki67-positive myofibroblasts and endothelial cells in the heart, sprouting vessels, and adhesion tissue (n = 4). Data are presented as means ± SE.; Two-tailed t-test (parametric variables).

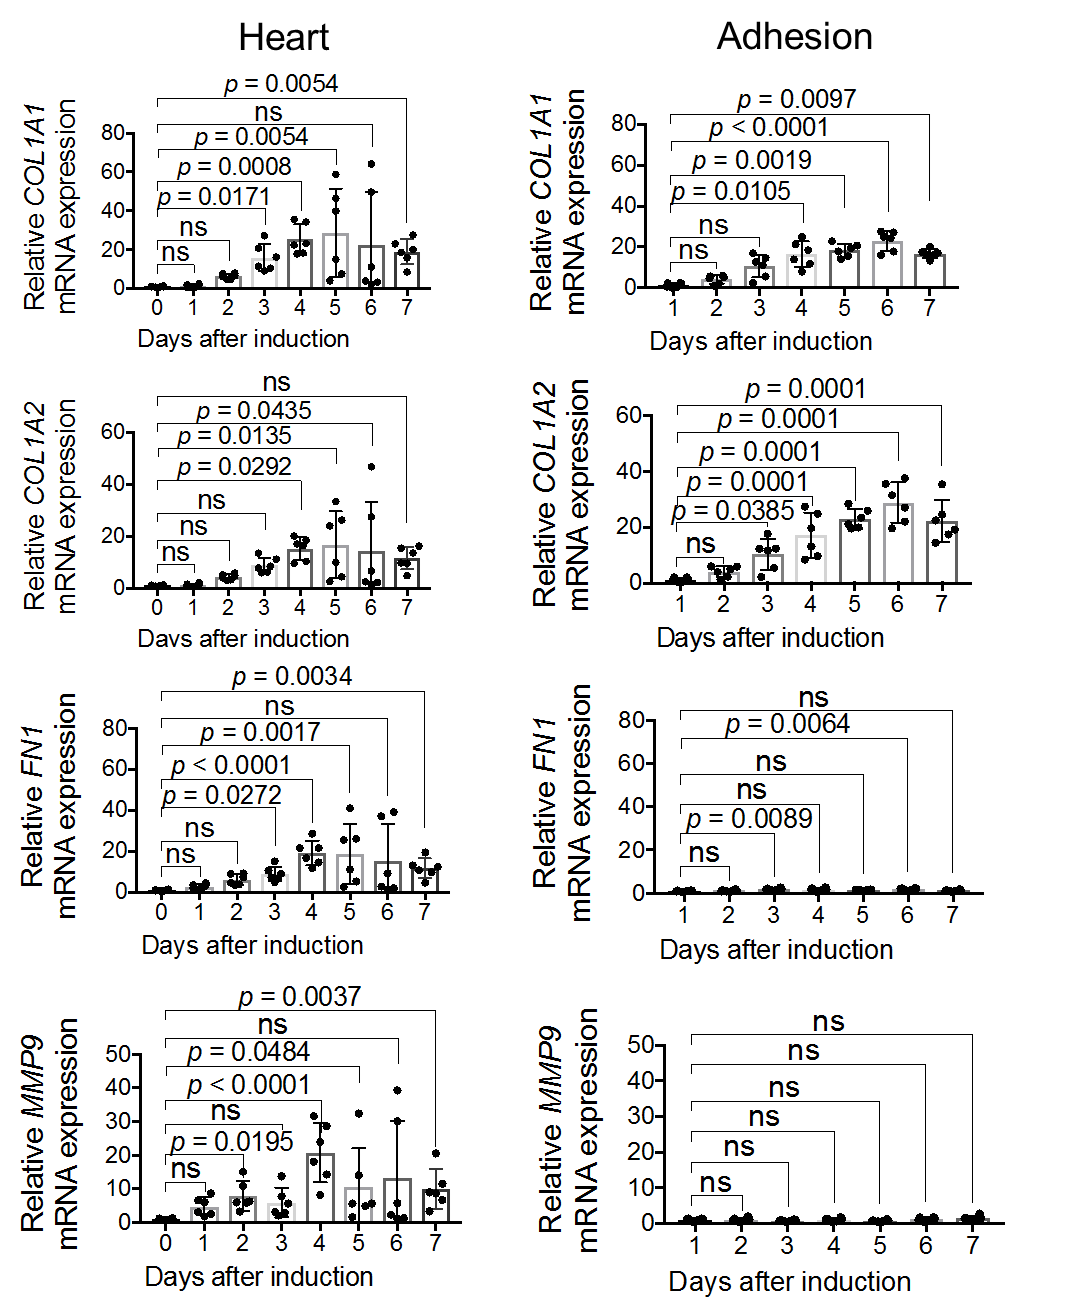
**Supplemental Figure 5. Quantitative analysis of tissue remodeling-related genes.** Extraction and purification of total RNA from adhesion or heart tissues were performed as per methods described in the main text. Reverse transcription-polymerase chain reaction (RT-PCR) was conducted using a high-capacity RNA-to-cDNA kit (Applied Biosystems, Foster City, CA, USA) with 1 μg total RNA, and first-strand synthesis was conducted according to the manufacturer’s instructions. Real-time PCR was performed using the 7500 Fast Real-Time PCR system (Applied Biosystems) with FastStart Universal SYBR Green Master (Rox) (Roche Diagnostics, Basel, Switzerland). The relative expression levels were calculated using the delta-delta Ct method. Expression levels of target genes were normalized to that of GAPDH. mRNA levels of *COL1A1, COL1A2, FN1*, and *MMP9* were quantified using the primers listed in Supplementary Table 1. Values are expressed as mean ± standard error (n = 6 in each group). Data are presented as means ± SE.; Kruskal–Wallis test with Dunn’s multiple comparison test (nonparametric variables).

**
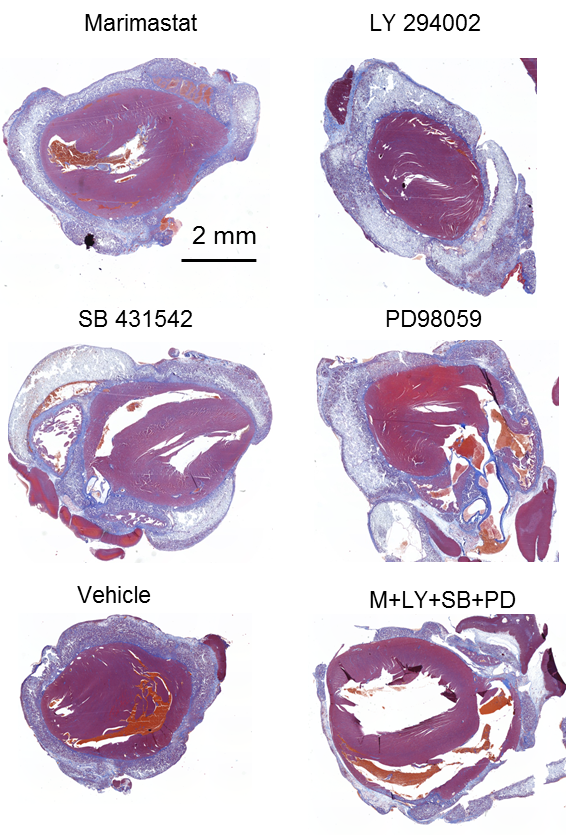
**

**Supplemental Figure 6. Masson’s trichrome staining of pericardial adhesions from chemical inhibitor-treated adhesion model mice.**

TGF-β type1 receptor inhibitor (385 μg/kg, SB431542), MEK/ERK pathway inhibitor (2.7 mg/kg, PD98059), PI3K-kinase inhibitor (1.2 mg/kg, LY294002), and MMPs inhibitor (25 mg/kg, Marimastat) were simultaneously or separately injected into the pericardial cavity. Mice were treated with inhibitors on day 0 and intraperitoneally administered on day 2 and day 4. All chemical inhibitors were dissolved in corn oil (total volume: 200 μL).

**
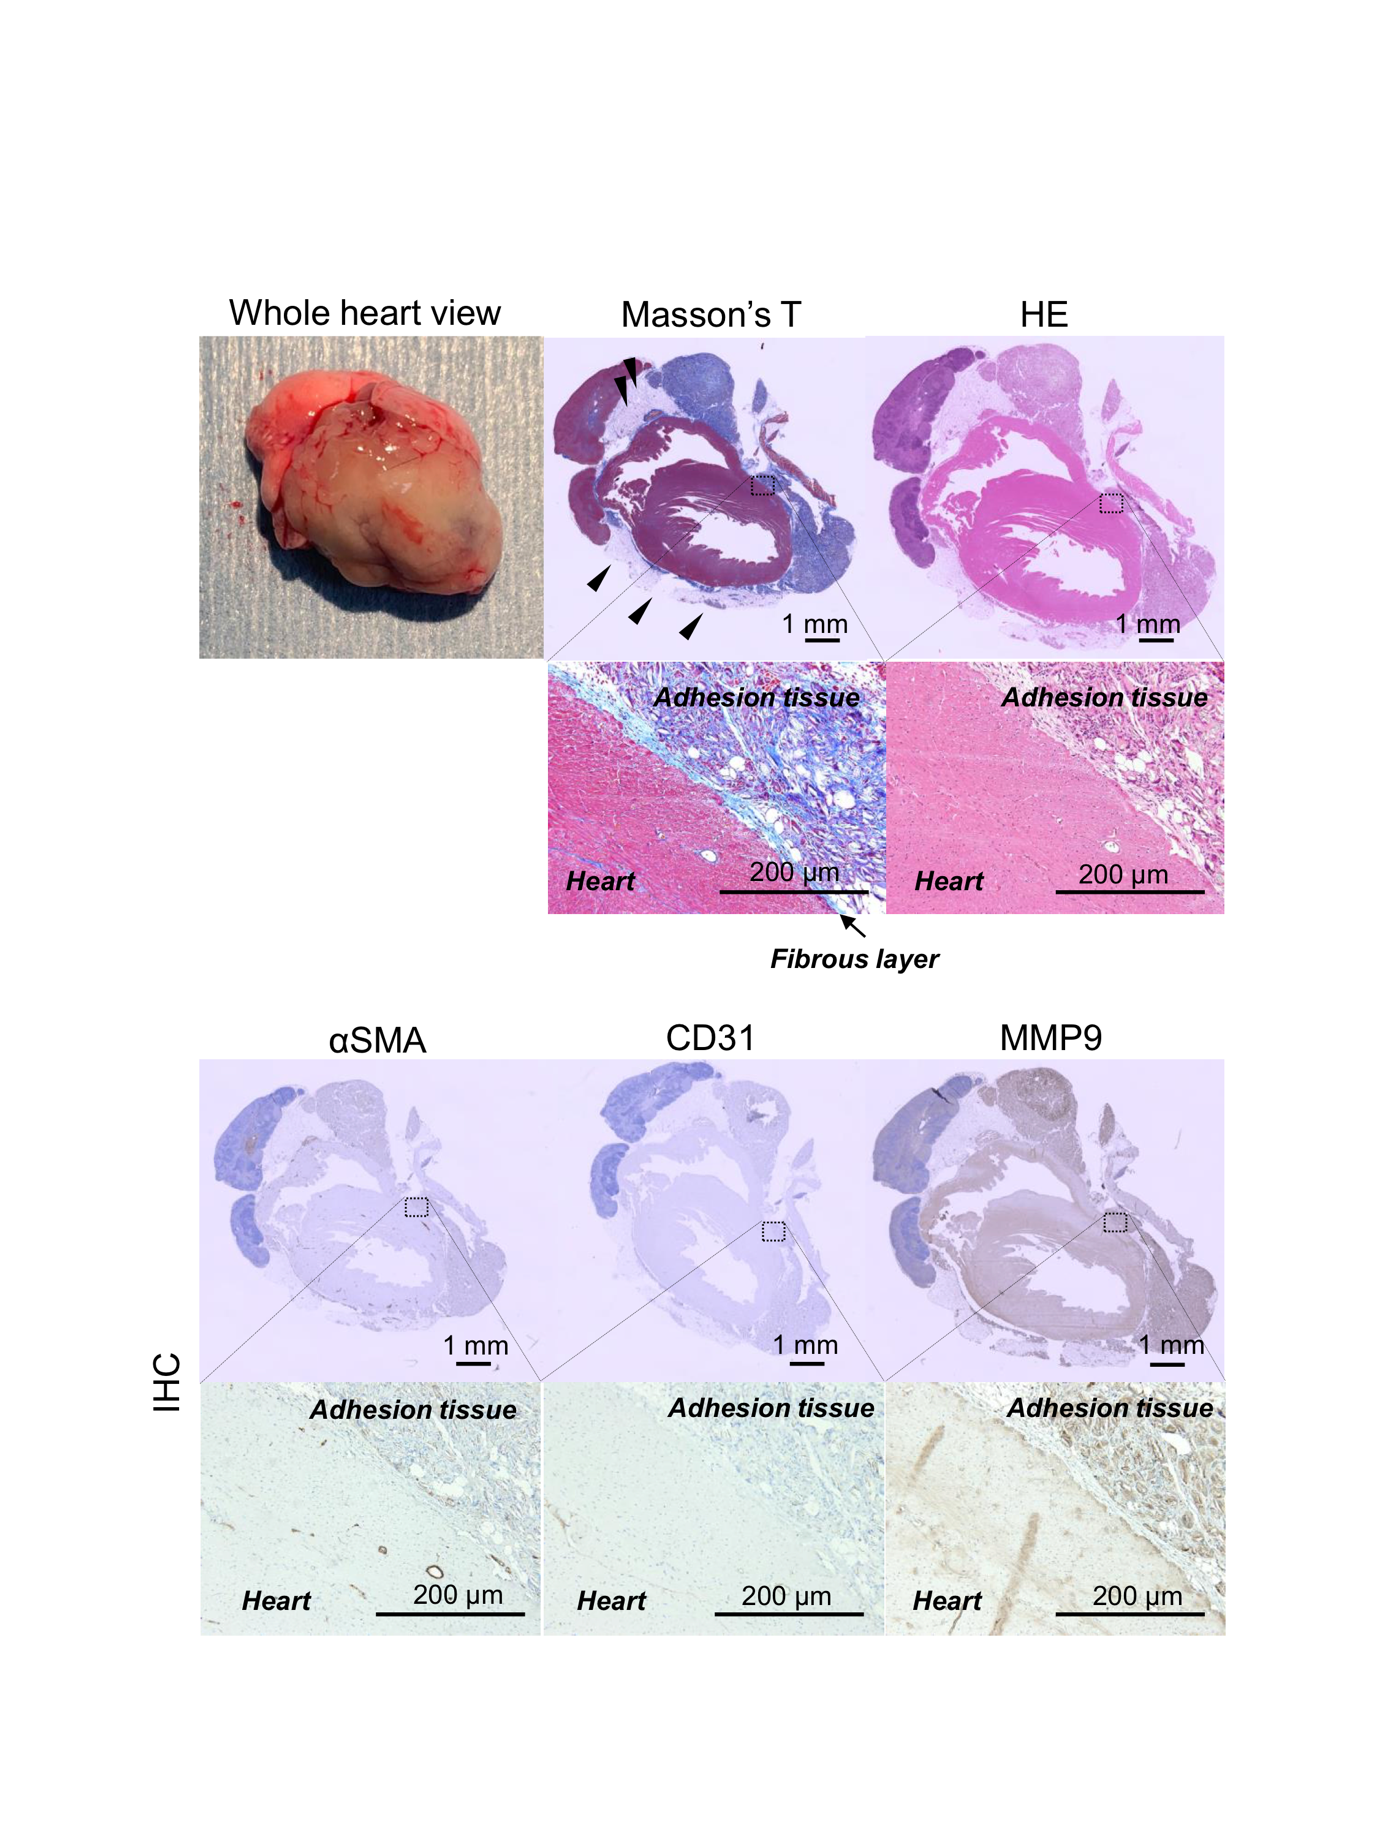
**

**Supplemental Figure 7. Histological evaluation of pericardial adhesions in mice six months after talc injection.** Whole heart view and Masson’s trichrome- and H&E-stained heart tissues (sagittal section of the chest cavity and enlarged views) in mice six months after talc injection (*upper panels*). The arrowheads indicate adipose tissue. The arrow indicates the fibrous layer that was newly formed at the border between heart and adhesion tissues. Localization of myofibroblasts, blood vessels, and MMP9-positive cells was assessed by immunohistochemical (IHC) staining with anti-αSMA (1:2000), anti-CD31 (1:200), and anti-MMP9 (1:1000) antibodies (*lower panels*).

**
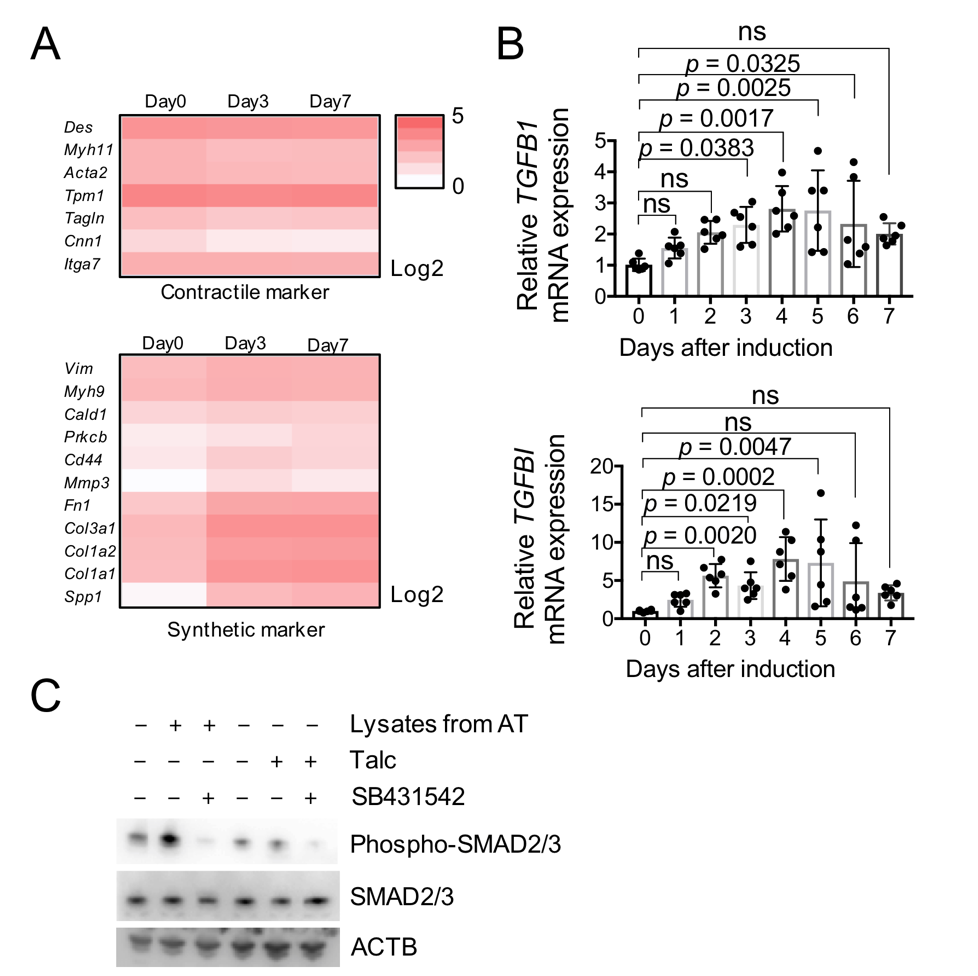
Supplemental Figure 8. Expression analysis of TGFB and marker genes of VSMCs with contractile and synthetic phenotypes.** A. Heatmaps illustrating mRNA expression levels on days 0, 3, and 7 for VSMCs with contractile (*upper panel*) and synthetic (*lower panel*) phenotypes in heart tissues based on next-generation sequencing data. B. Quantitative RT-PCR for *TGFB1* and *TGFB-induced* genes. Values are expressed as mean ± standard error (n=6 in each group). Statistical analysis for *TGFB1* and *TGFBI* was performed using one-way ANOVA with Dunnett's multiple comparison test and Kruskal–Wallis test with Dunn's multiple comparisons test (nonparametric). C. Adhesion tissue around the heart tissue was obtained from talc-injected mice (day 7) and homogenized with Dulbecco's Modified Eagle Medium (DMEM). After centrifugation, the supernatants were added into the MILE SVEN 1 cells (murine endothelial cells) cultured with serum-starved DMEM, followed by culturing for 1 hour. Then, the endothelial cells were co-cultured with or without 1 μM SB431542. Protein concentrations of cell lysates were measured by DC/RC Protein Assay Kit (Bio-Rad), and 20 μg of extracted proteins were used for western blotting analysis with anti-phosphorylated SMAD2 (Cell signaling., Phospho-Smad2 (Ser465/467) (138D4)., catalog no. 3108., 1:1000 dilution), anti-SMAD2/3 (D7G7) (Cell signaling., catalog no. 8685), or Anti-β-Actin antibody (catalog no. A5441). Chemiluminescent images were obtained using LAS4000.

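The genes of the synthetic panel differed widely in size of change. Vim, an intermediate filament gene of stromal cells and leukocytes, was 1.95-fold (1.75 to 2.17) higher at day 3 than at day 0 and 1.75-fold at day 7. Myh9, a nonmuscle myosin gene, was 1.66-fold (1.5 to 1.82) and 1.41-fold higher, and Cald1, a caldesmon gene, 1.67-fold (1.31 to 2.13) and 1.38-fold. Prkcb, a protein kinase C gene, was 1.74-fold (1.06 to 2.93) and 3.85-fold (2.48 to 6.2) higher. Cd44, a hyaluronan receptor gene (mm10 chromosome 2, 102811142 to 102901665), was 4.88-fold (3.38 to 7.25) and 2.96-fold (2 to 4.47) higher. The collagen genes Col1a1, Col1a2 and Col3a1 were 11.5-fold (10.5 to 12.6), 6.32-fold (5.77 to 6.94) and 11.5-fold (10.7 to 12.5) higher at day 3. Fn1, the fibronectin gene (chromosome 1, 71585473 to 71653234), was 7.79-fold (6.83 to 8.92) and 8.67-fold (7.6 to 9.93) higher. Of the 11 synthetic genes, 7 were over 3-fold higher at each day, with median log2 ratios of 2.66 and 1.91. Fibroblasts and macrophages also express many of these genes.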

**
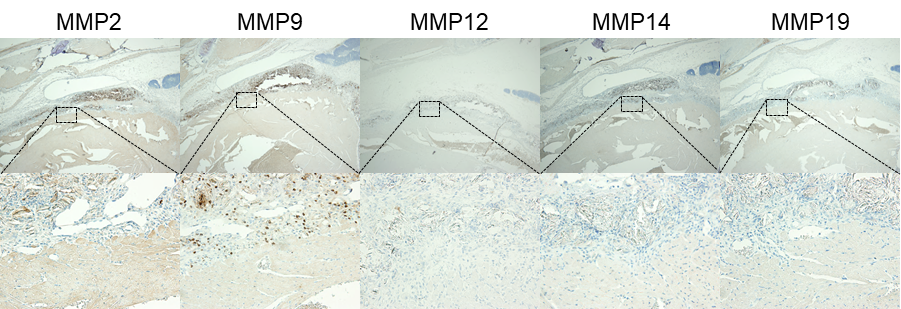
**

**Supplemental Figure 9. Tissue distribution of MMP2, MMP9, MMP12, MMP14, and MMP19 in mice with pericardial adhesions.** The chest cavities were excised from mice on day 7 after talc injection, and immunohistochemical staining with anti-MMP2 (1:1000), anti-MMP9 (1:1000), anti-MMP12 (1:1000), anti-MMP14 (1:1000), and anti-MMP19 (1:1000) antibodies was conducted. Scale bar = 20 μm. Antibodies used in this study are listed in Supplementary Table 2.

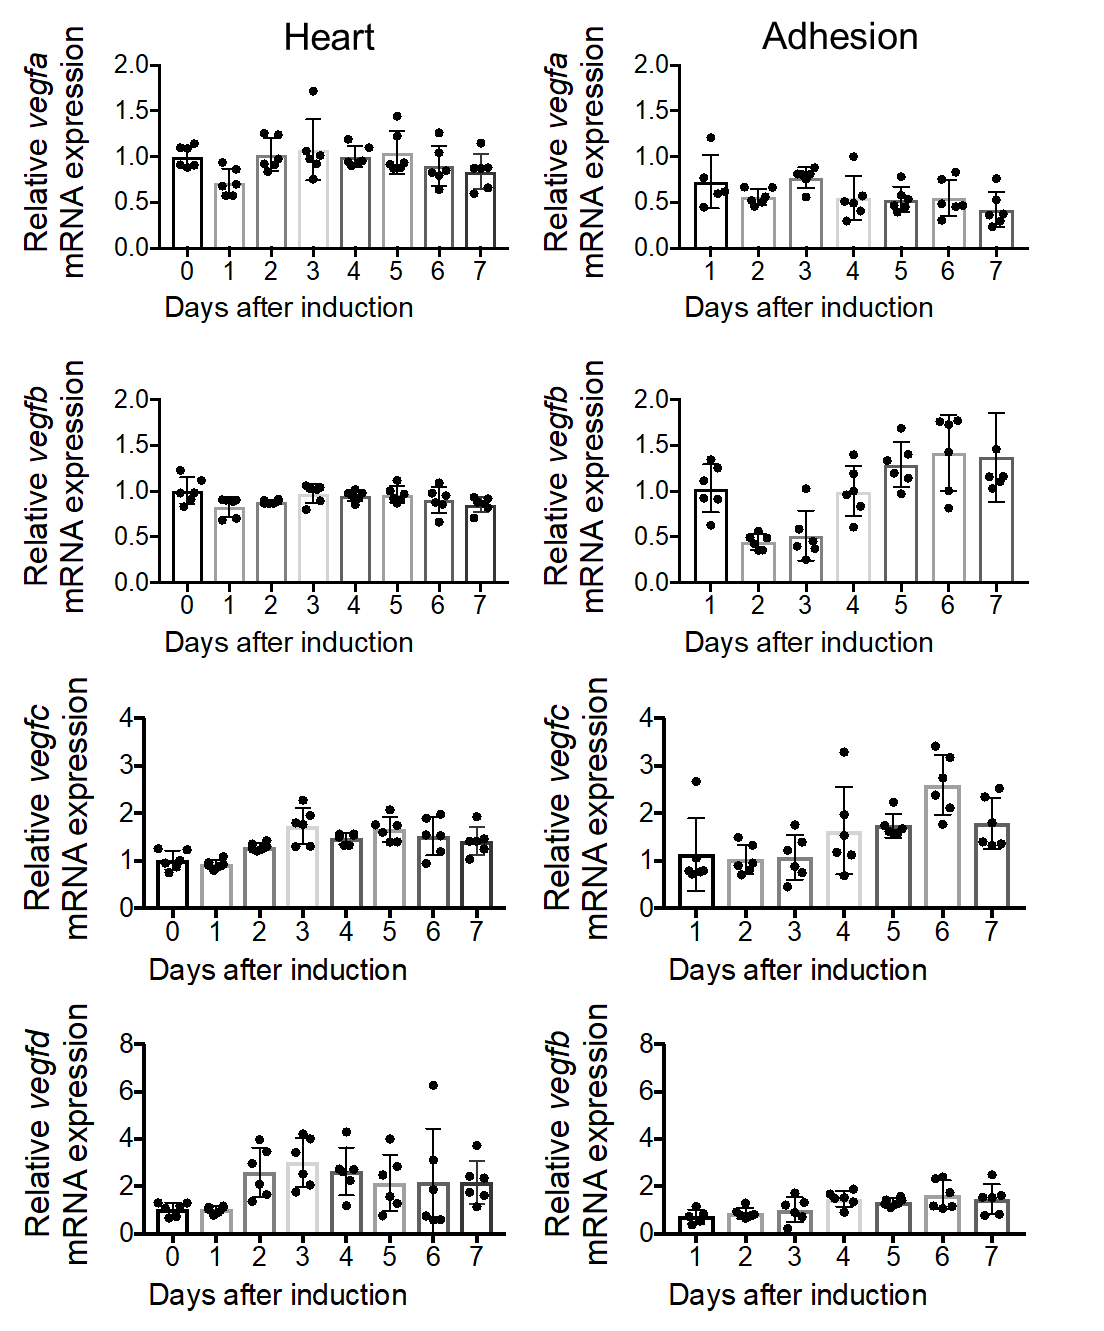

**Supplemental Figure 10. Quantification of mRNA for *vegf* family members in adhesion and heart tissues.** mRNA levels of *vegfa, vegfb, vegfc*, and *vegfd* in heart and adhesion tissues were quantified by quantitative RT-PCR analysis. Values are expressed as mean ± standard error (n = 6 in each group). Primers used in this study are listed in Supplementary Table 1.

**Supplementary Tables**

**Supplementary Table 1. Primer sequences for quantitative RT-PCR in Supplemental Figures 5, 8, and 10.**

| **Target gene** |  | **Primer sequence (5′-3′)** |
| --- | --- | --- |
| *COL1A1* | forward | CCCTGGTCCTCGAGGTCGCA |
|  | reverse | TTCTTGCGGCTGCCTTCGGG |
| *COL1A2* | forward | GCAGGTTCACCTACTCTGTCCT |
|  | reverse | CTTGCCCCATTCATTTGTCT |
| *FN1* | forward | CGAGGTGACAGAGACCACAA |
|  | reverse | CTGGAGTCAAGCCAGACACA |
| *MMP9* | forward | CGAACTTCGACACTGACAAGAAGT |
|  | reverse | GCACGCTGGAATGATCTAAGC |
| *TGFB1* | forward | TTGCTTCAGCTCCACAGAGA |
|  | reverse | TGGTTGTAGAGGGCAAGGACC |
| *TGFBI* | forward | CGCCAAGTCACCCTACCAG |
|  | reverse | TGCACAGCACATACATTGGGG |
| *vegfa* | forward | TTTACTGCTGTACCTCCACCA |
|  | reverse | ATCTCTCCTATGTGCTGGCTTT |
| *vegfb* | forward | CCTGGAAGAACACAGCCAAT |
|  | reverse | GGAGTGGGATGGATGATGTC |
| *vegfc* | forward | GGGAAGAAGTTCCACCATCA |
|  | reverse | ATGTGGCCTTTTCCAATACG |
| *vegfd* | forward | GCTGTCACTGTTGCCCACTA |
|  | reverse | CCCTTCCTTTCTGAGTGCTG |
| *GAPDH* | forward | ATGTAGGCCATGAGGTCCAC |
|  | reverse | TGCGACTTCAACAGCAACTC |

**Supplementary Table 2. Antibodies used in the experiments for Supplementary Figure 9**

| **Target antigen** | **Source** | **Catalog #** |
| --- | --- | --- |
| *MMP2* | Abcam | ab97779 |
| *MMP9* | Abcam | ab38898 |
| *MMP12* | Abcam | ab231096 |
| *MMP14* | Abcam | ab53712 |
| *MMP19* | Abcam | ab216633 |

How the deposited data were processed for this re-analysis (not part of the article)

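Heart tissue at days 0, 3 and 7 after talc and adhesion tissue at days 1, 3 and 7 were each represented by 1 library, 6 libraries in all. The labels of the libraries gave tissue and day. For the first heart library the labels and the figures give day 0 and Supplementary Table 1 gives day 1, and for the first adhesion library the title gives day 1 and the source label day 0. The labels name TopHat, Cufflinks and edgeR and the mm10 genome for the authors' processing, and their versions are not given in the sources used here. Which tool counted the reads, with which annotation and strand setting, is not given in the sources used here either.

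The authors deposited 1 table per tissue with 23420 genes. The signal that the authors deposited for each library is a read count per gene times 1 scaling factor per library, scaled within the 3 libraries of a tissue. In all 6 libraries 100% of the values were whole multiples of the value of 1 read to within 0.1 read, so the reads were recovered. The value of 1 read was 1.225, 1.027 and 1.062 in heart and 0.8879, 0.9912 and 0.8825 in adhesion tissue. The authors also deposited a score and a q-value per gene over the 3 libraries of each tissue, headed stat_sam and fdr_sam. Beyond these headers the method is not stated. The deposited q-value was under 0.05 for 4 heart genes and 1 adhesion gene, with medians of 0.948 and 0.965, and neither column was used further. The deposited length is another column, in bases over the exons of a gene, and was not used. In each table 27 gene names had turned into dates and 2 names stood more than once. Reads were found in 14852, 15433 and 15510 genes in heart and in 16194, 15503 and 16009 in adhesion tissue. The floor of 3 reads was 1.75, 1.66 and 1.65 CPM in heart and 1.68, 1.86 and 1.63 in adhesion tissue. Coordinates are those of the deposited tables. Of 23130 genes found by name in the RefSeq annotation of GRCm38.p6, 99.46% overlapped the RefSeq gene.

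Each later library was divided by the first library of its tissue on the deposited scale. Genes were counted above a 3-fold threshold with a pseudocount of 1 and no filter on low counts. For named genes the ratio was taken without a pseudocount, with the exact 95% interval of the conditional binomial distribution of the recovered reads. No test across replicates was possible. The threshold, the scale, the gene lists, the rule for named genes and 13 alternatives for each of the 8 counts were set before the data were examined. They covered pseudocounts of 0.5 and 5, rules for genes at 0, filters of 10 and 30 reads, CPM (reads scaled to the library total), scaling by edgeR TMM and by DESeq2 size factors, totals without 129 muscle, erythroid and oxidative phosphorylation genes, the counting interval, and a 2-fold threshold. After the data had been seen, an exact binomial test of the recovered reads with Benjamini-Hochberg adjustment at 0.05, another reference day and a correction for heart muscle were added. The binomial test compares 2 libraries, not 2 conditions, has no fold threshold, and was run on 16145, 16142, 16946 and 17119 genes.

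Gene lists for cell types, cytokine families, proteases, cell division, metabolism and signaling were written from general knowledge, and lists named by the study were taken from its text and figures. The MYOCD network list differs: the paper's text and captions name only Myocd among its 9 genes. For each list the members above 3-fold, the median log2 ratio with a pseudocount of 1, the summed reads and the percentile among 10000 random lists matched on reads were computed over members with a read in either library. Genes named in the text were those of a rule. Part (a) held 35 genes the paper names for the RNA sequencing or measures by quantitative PCR. Part (b) held, for each comparison, the 10 largest rises and 10 largest falls by the interval bound nearest to 1. It took genes with at least 20 reads in the higher library and gave 66 genes. Part (c) held up to 4 members of each list by the same bound and gave 293 genes. The rule gave 340 genes. Part of the values, the first lines of Supplementary Tables 1 and 2 and Figure 6D, had been seen in the paper when the rule was written. Of the 340 genes, 21 share exon bases with a gene on the opposite strand and 2 with a gene on the same strand.

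The procedure was tested on simulated data in which 200 genes of each comparison were given true folds. These genes were drawn from those with at least 30 reads over the 2 libraries. Of 50 genes with a true fold of 5, 100%, 100%, 100% and 96% were called in heart at days 3 and 7 and in adhesion tissue at days 3 and 7, and of 50 with a true fold of 2, 0%, 0%, 4% and 4%. The interval held the true value for 96.1%, 96%, 95.8% and 95.8% of unchanged genes with at least 30 simulated reads. Genes with fewer reads, which the counts above 3-fold include, were not tested this way. Simulated pairs of unchanged libraries gave the number of genes above 3-fold that counting error alone produces. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. KEGG, Gene Ontology and Ingenuity pathway enrichment, the microscopy and the PCR data were not analysed here.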

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

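The test of Myocd against the share of heart muscle in each adhesion library, and the median of 6 skeletal muscle genes at the floor, were chosen only after the results were seen. Differences between heart and adhesion tissue below were not tested, since the tissues were scaled separately and their first libraries are from different days.

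Several groups of genes went one way in heart and the other in adhesion tissue. Summed reads of the core neutrophil list were 3.08-fold higher in heart at day 3 and 4.74-fold lower in adhesion tissue, and at day 7 2.02-fold higher and 5.92-fold lower. Those of the thymus list at day 7 were 6.5-fold (2.29 to 25.4) higher in heart, with 4 and then 30 reads, and 14.3-fold (9.59 to 22.2) lower in adhesion tissue. The Ccl genes at day 7 were 3.1-fold higher in heart and 2.72-fold lower in adhesion tissue. The interleukin genes at day 3 were 2.08-fold higher and 2.12-fold lower.

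Some genes that the paper does not discuss from its sequencing had large differences, and of these it stains for the proteins of Mki67 and Mmp12. In heart Saa3 was at least 30.5-fold and 37.3-fold higher at days 3 and 7, Cxcl5 at least 27.1-fold and Mki67 50.9-fold higher at day 3, and Gpnmb 137-fold and Sftpc at least 58.6-fold higher at day 7. In adhesion tissue Mmp12, Gpnmb and Sfrp2 were 44.9-fold, 34-fold and 30.7-fold higher at day 3, and Gpnmb, Sftpc and Ctsk 228-fold, 546-fold (97.5 to 21590) and 136-fold higher at day 7, with 1 Sftpc read at day 1. Sftpc belongs to lung epithelium, and how lung transcripts entered the day 7 libraries was not tested.

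Muscle genes and the MYOCD network were much lower in adhesion tissue at day 3 than at day 1. Reads of 6 skeletal muscle genes numbered 7768 at day 1 and were a median of 332-fold lower at day 3 with a pseudocount of 1. Without it, and with the 2 genes at 0 reads, Myh1 and Tnni2, at the floor of 3 reads, the median was at least 226-fold lower. Skeletal muscle carried along in the day 1 sample would give such a fall. The fall is the pattern itself, however, so it cannot tell carried-along muscle from a loss of muscle cells. Summed reads of the 12 genes of the skeletal muscle list were 13820, 25 and 4841 at days 1, 3 and 7. Across 20 cardiomyocyte genes the day 1 adhesion levels followed the day 0 heart levels with a rank correlation of 0.62, and the median was 27.1-fold lower at day 3, with quartiles over the genes of 22.3 and 54.7, so heart muscle carried along cannot be told apart from a loss of muscle cells. Heart shares of 12%, 0.351% and 5.17% at days 1, 3 and 7, with quartiles over the 20 genes of 6.88% and 19.9%, 0.245% and 0.405%, and 3.9% and 8.67%, would give 34.9 (20 to 57.8 at the quartiles), 0.92 (0.642 to 1.06) and 15.5 (11.7 to 26) Myocd reads against 39, 1 and 15 found, so the Myocd difference in adhesion tissue may come from the amount of heart muscle in each library. The shares would give 115, 3.05 and 51.2 reads of Smyd1 against 66, 1 and 78 and 30.1, 0.795 and 13.4 of Gata4 against 46, 5 and 23, but only 9.03, 0.238 and 4.01 of Tbx5 against 55, 9 and 29 and 23.1, 0.609 and 10.2 of Srf against 131, 102 and 87, so even at the third quartile of the shares, with 15, 0.275 and 6.72 reads of Tbx5 and 38.3, 0.703 and 17.2 of Srf, they do not supply most Tbx5 and Srf reads, and a biological loss of part of the program by day 3 stays open.

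The study's 8 neutrophil markers were higher in heart and mostly within 3-fold in adhesion tissue. At day 1 their levels in adhesion tissue were already a median of 34.7-fold above those of heart at day 0, with a range over the markers of 1.81 to 213. A first adhesion library that was already high may therefore account for the lack of a rise. Summed over the 8 markers the levels were 3148, 3237 and 3396 CPM at days 1, 3 and 7, with no fall after day 1. The core neutrophil list did fall in the same adhesion libraries, from 4456 CPM at day 1 to 932.6 and 735.1. The macrophage list rose there, from 4134 to 9807 and 11382 CPM, and macrophages express several of the 8 markers. Adhesion tissue carried along in heart samples was tested by the rise in heart as a percent of the adhesion level, which was 12.9% for neutrophil and 27% for matrix genes at day 3, a 2.1-fold difference, and 13.5% and 24.2% at day 7, 1.8-fold. That difference is too small to tell carried-along tissue apart from leukocytes within the heart.

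The number of heart genes above 3-fold was weighed against counting error. Unchanged simulated pairs gave a mean of 376 higher and 257 lower genes at day 3 and 372 and 278 at day 7, or 35% and 33.7% of the higher genes found. For the lower genes these were 89.8% at day 3 and 114% at day 7, so the number of lower genes cannot be told apart from counting error. Among genes with at least 30 reads, however, 244 were higher and 19 lower at day 3 and 238 and 16 at day 7, against means of 2.89 and 2.88 in simulated pairs for higher and lower together, so counting error does not account for these. Without replicates the spread between mice stays unknown, and it was not tested which part is biological.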

How the results depend on the processing

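The binomial test, the heart share correction and the change of reference day were chosen only after the results were seen. No paired analysis was possible because each condition had 1 library. Of 104 alternatives set in advance for the 8 counts, 58 stayed within 1.5 times and 46 did not. The latter, as higher and lower where both moved, follow in the order heart day 3, heart day 7, adhesion day 3, adhesion day 7. Pseudocount 0.5: 1903 and 858; 1881 and 762; neither adhesion day moved. Pseudocount 5: 314 and 19; 273 and 12; 304 and 479; 425 and 319. At least 10 reads: 506 and 69; 479 and 54; 723 lower; 551 lower. At least 30 reads: 244 and 19; 238 and 16; 299 and 477; 447 and 374. Interval excluding 1: 534 and 88; 511 and 64; neither adhesion day moved. Interval wholly beyond 3-fold: 130 and 4; 132 and 3; 163 and 317; 267 and 172. Above 2-fold: 2489 and 1231; 2494 and 1081; 1611 and 2323; 1905 and 2058. Of the added ones, the binomial test called 1089 lower; 903 lower; 1578 and 2085; 1863 and 2351, taking the heart share out gave 1002 higher in adhesion tissue at day 3, and day 3 as the reference gave 306 lower at day 7. The lead between higher and lower turned in heart under the binomial test, which has no fold threshold (836 and 1089 at day 3, 790 and 903 at day 7). In adhesion tissue the lead turned at day 3 with the heart share out (1002 and 873), a step that itself lowers heart genes mainly at day 1. At day 7 it turned under CPM (865 and 869), genes read in both libraries (875 and 948) and zeros set to 1 (1002 and 1091). It also turned there with totals without muscle genes (837 and 906), at the 2-fold threshold and under the binomial test. A pseudocount of 0.5 gave a tie of 1146 at that day. CPM moved all genes by 0.17 in log2 in heart at day 3 and by 0.12 at day 7. Of 7428 recomputed ratios of 337 named genes, 7263 stayed inside the counting interval, 165 did not, and 0 of those above 3-fold reversed. Rn45s in heart at day 7 turned from lower to 1.038 in CPM, and Cd36 at day 3 to 1.033. Of 4992 list counts 4327 stayed within 1.5 times, and 5 leads turned: in heart angiogenesis factors at day 7 above 2-fold (2 higher, 4 lower), adipocyte and skeletal muscle genes at day 7 among genes read in both libraries (1 and 0; 0 and 1), and erythroid genes at day 3 above 2-fold (1 and 2), and in adhesion tissue chemokine receptors at day 7 with the interval wholly beyond 3-fold (1 and 0). The causes were not tested.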

Differences from the paper's values

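Alternatives added after the data were seen are named as such. The paper gives 220 genes above 3-fold lower in adhesion tissue at day 3, and 1136 were counted here at the same threshold. The paper gives the same number, 220, for the lower heart genes at day 7. The paper states no filter and no rule for genes at 0. Of the alternatives set before the data were examined, only the count of genes whose interval lies wholly beyond 3-fold, 317, came within 1.5 times of the paper's value. The other 12 gave 477 to 2323 lower genes. The added ones gave 873 with the heart share out and 2085 by the binomial test, which has no fold threshold, so none reached 220. The paper's other 7 counts lay within 1.5 times of those here. With genes read in both libraries and no pseudocount, the counts were 737 higher and 232 lower in heart at day 3, 738 and 224 at day 7, and 709 and 875 higher in adhesion tissue at days 3 and 7, beside the paper's 736 and 231, 737 and 220, and 708 and 874. The lower genes in adhesion tissue were 948 at each day under that setting, beside the paper's 220 and 788.

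The paper describes CCL, CXCL, IL and TNF genes as enriched in the adhesions. Levels of these families in CPM were higher in adhesion tissue than in heart. Within adhesion tissue 1 Ccl gene was above 3-fold higher and 4 lower at day 3, 0 and 5 Cxcl genes, 0 and 3 interleukin genes, and 1 and 1 TNF family genes. At day 7 these were 2 and 6 Ccl, 1 and 7 Cxcl, 1 and 3 interleukin, and 3 and 3 TNF family genes. The paper's map of cytokine signaling at day 7 took higher and lower genes together, so lower genes do not go against it. Enrichment was not tested here. The paper describes angiogenic signaling as higher in heart at day 7. Its pathway analysis used a log ratio cutoff, of no stated base, that lies below 3-fold. The counts here are not set at that cutoff and do not test that result. Of 14 angiogenesis factor genes 1 was above 3-fold higher there and 0 lower, and above 2-fold 2 were higher and 4 lower. Of 12 sprouting genes 10 had a ratio above 1 and 0 were above 3-fold, and their summed reads were 1.24-fold (1.11 to 1.38) higher.

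The ratios read by eye from Fig. 6D for Mmp9 and Itgb2 in heart and Col1a1, Col1a2 and Anpep in adhesion tissue match those computed here. Of the paper's 8 neutrophil markers 7 were above 3-fold higher in heart at both days, and 6 were within 3-fold in adhesion tissue.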

Other observations

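No test in this part was chosen only after its result was seen, and lists and genes are given as descriptions of these libraries. Macrophage genes were higher in adhesion tissue, with 10 of 16 above 3-fold higher at day 3 and 9 higher and 2 lower at day 7. Mrc1, the mannose receptor gene, was 9.59-fold (8.02 to 11.6) and 5.12-fold (4.26 to 6.21) higher, C1qa, a complement gene, 7.8-fold (5.95 to 10.4) and 5.75-fold (4.37 to 7.68), and Trem2, a lipid receptor gene, 11.8-fold (7.05 to 21.1) and 17.8-fold (10.8 to 31.6). Arg1, the arginase gene, had 1531, 2873 and 131 adhesion reads, 2.1-fold (1.97 to 2.23) higher at day 3 and 11.8-fold (9.83 to 14.2) lower at day 7. Atp6v0d2, a proton pump gene of osteoclasts and some macrophages, was 38.4-fold (22.2 to 72.6) higher at day 7.

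Matrix genes were higher in adhesion tissue as well, 13 of 27 at day 3 and 17 at day 7, and so were 3 and 5 of 12 fibroblast genes. Postn, the periostin gene, was 2.82-fold (2.29 to 3.48) and 11.1-fold (9.28 to 13.4) higher, Lum, the lumican gene, 11.6-fold (8.45 to 16.3) at day 7, and Cthrc1, a collagen repeat gene of activated fibroblasts, 11.2-fold (4.48 to 35.9) and 19.3-fold (7.98 to 60.7). In heart Lox, the collagen cross-linking enzyme gene, was 15-fold (8.92 to 27.1) and 7.05-fold (4.11 to 13) higher.

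Adhesion tissue at day 1 held fat, lymphoid and interferon transcripts that were lower afterwards. Of 11 adipocyte genes 4 were above 3-fold lower at day 3 and 10 at day 7, among them Cfd, the adipsin gene, 2.5-fold (2.24 to 2.79) and 6.95-fold (5.93 to 8.18) lower. Of 12 lymphocyte genes 3 and 7 were lower. Of the thymus list Rag1, a recombinase gene of developing lymphocytes, had 240, 19 and 9 reads and was 11.3-fold (7.09 to 19.1) and 26.8-fold (13.9 to 59.4) lower, while in heart it had 0, 0 and 18 reads. Of 15 interferon genes 8 and 3 were lower, and in heart 1 was higher at each day. In heart lymphocyte genes were few in reads, with 2 of 9 higher and 1 lower at day 3 and 3 of 10 and 2 at day 7, and 0 of 9 adipocyte genes were above 3-fold at day 3 and 1 was lower at day 7. Of 10 mesothelial genes in adhesion tissue 4 were lower at day 3 and 2 at day 7. Of 87 oxidative phosphorylation genes 7 were lower in adhesion tissue at day 3 and 0 at day 7, and of 15 fatty acid oxidation genes 6 and 0, while in heart 1 oxidative phosphorylation gene was lower at day 7 and 0 otherwise. These genes were lower in adhesion tissue at day 3 together with all 20 cardiomyocyte genes, and muscle holds high levels of them, with 35010 CPM of oxidative phosphorylation genes in heart at day 0 against 9195 in adhesion tissue at day 1 and 4500 at day 3. Of 3 erythroid genes 1 was higher in heart at each day and 0 differed above 3-fold in adhesion tissue. In heart at day 3, however, 2 of the 3 had a ratio below 1 and their summed reads were 2.13-fold (1.37 to 3.37) lower. At day 7 the summed reads in heart were 0.969 (0.672 to 1.4) of day 0.

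Endothelial genes were within 3-fold in adhesion tissue at both days, with median log2 ratios of 0.21 and 0.48. Of 12 sprouting genes 1 and 2 were above 3-fold higher there, with Aplnr, the apelin receptor gene, 5.06-fold (3.47 to 7.56) and 3.95-fold (2.69 to 5.93) higher, and in heart 1 at day 3. Nrp1 and Nrp2, co-receptor genes for VEGF, were 3.01-fold (2.55 to 3.56) and 3.1-fold (2.66 to 3.61) higher in adhesion tissue at day 7. Of 14 angiogenesis factor genes 2 were higher in heart at day 3, 1 was lower in adhesion tissue at day 3, and 2 were higher and 2 lower there at day 7. Vegfa was 1.23-fold (1.1 to 1.39) and 1.53-fold (1.35 to 1.74) lower in heart, and 1.18-fold (1.02 to 1.35) higher and 1.85-fold (1.57 to 2.19) lower in adhesion tissue. Of the study's 4 VEGF genes 1 was above 3-fold higher in heart at day 3, Figf, 4.61-fold (1.57 to 18.4), and Vegfb was 3.88-fold (2.19 to 7.33) lower in adhesion tissue at day 3. The paper measured the 4 VEGF genes by quantitative PCR in replicate samples and describes them as unchanged. The values here rest on 1 library per condition. Tgfb1 and Tgfbi were within 3-fold in adhesion tissue. Of 10 mural cell genes 1 was lower in heart at each day and 1 in adhesion tissue at day 3, where Des, the desmin gene, was 14-fold (11.4 to 17.3) lower. Of the study's 8 contractile genes 4 and 1 were lower in adhesion tissue, and of its 11 synthetic genes 3 and 4 were higher. Des and these 4 contractile genes were lower at day 3 together with all 20 cardiomyocyte genes and all 9 skeletal muscle genes with a read. Integrin genes in adhesion tissue had 1 of 28 higher and 5 lower at day 3 and 5 and 3 at day 7, and laminin genes 1 of 11 higher and 2 lower at day 3 and 1 and 1 at day 7.

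In heart 627 genes were above 3-fold higher and 74 lower at both days among 15577 genes. Both days were divided by the same first library, and independent lists would share 76.2 and 4.5 genes while unchanged simulated libraries that share their first one gave 150 and 80.3. In adhesion tissue 402 were higher and 418 lower at both days among 16598 genes, against 33.9 and 57.1 for independent lists and 38.6 and 34.5 in simulated libraries. The log2 ratios of the days correlated at 0.804 in heart and 0.693 in adhesion tissue. Simulated libraries gave 0.542 and 0.486, but they hold counting error alone, so these values do not measure a share of the correlation. The covariances were 0.4 in heart and 0.715 in adhesion tissue, against 0.0621 and 0.0499 in simulated libraries. Counting error of the shared first library thus gives a small part of the covariance, among genes with at least 30 reads. Other differences particular to that library were not simulated. Part of the overlap comes from the shared first library, and the 74 lower heart genes are no more than it gives.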
